# *De Novo* Transcriptome Assembly and Comparative Analysis Elucidate Complicated Mechanism Regulating *Astragalus chrysochlorus* Response to Selenium Stimuli

**DOI:** 10.1371/journal.pone.0135677

**Published:** 2015-10-02

**Authors:** Özgür Çakır, Neslihan Turgut-Kara, Şule Arı, Baohong Zhang

## Abstract

*Astragalus* species are medicinal plants that are used in the world for years. Some *Astragalus* species are known for selenium accumulation and tolerance and one of them is *Astragalus chrysochlorus*, a secondary selenium accumulator. In this study, we employed Illumina deep sequencing technology for the first time to *de novo* assemble *A*. *chrysochlorus* transcriptome and identify the differentially expressed genes after selenate treatment. Totally, 59,656 unigenes were annotated with different databases and 53,960 unigenes were detected in NR database. Transcriptome in *A*. *chrysochlorus* is closer to *Glycine max* than other plant species with 43,1 percentage of similarity. Annotated unigenes were also used for gene ontology enrichment and pathway enrichment analysis. The most significant genes and pathways were ABC transporters, plant pathogen interaction, biosynthesis of secondary metabolites and carbohydrate metabolism. Our results will help to enlighten the selenium accumulation and tolerance mechanisms, respectively in plants.

## Introduction

*Astragalus* species have hepatoprotective, antioxidative, immunostimulative and antiviral properties and because of these properties they are being consumed in the world [1]. These properties also led to efforts to illuminate chemical contents of *Astragalus* plants and they have gained economical and medicinal values [2, 3]. *Astragalus* genus is a member of Leguminosae and also is famous for accumulation of high levels of selenium [4, 5]. *Astragalus bisulcatus* is a well-studied plant that accumulates selenium in high level as well as 0.65% in its tissues [6]. Among the *Astragalus* species, the Turkish endemic *A*. *chrysochlorus* has been proved to be one of secondary selenium accumulators [7]. In our previous study, SMT (selenocysteine methyltransferase) which is known to be an essential enzyme in Se (selenium) metabolism, has been isolated from *A*. *chrysochlorus* [8]. Additionally, the potential roles of microRNAs (miRNAs) in selenium stimuli were investigated in *A*. *chrysochlorus* [9].

It is known that most plants can not tolerate high levels of selenium. However, some plants can tolerate high concentrations and accumulate Se. Thus, it could be toxic for most of the plants. Selenium is known to be taken into cells by sulphate transporters because it resembles sulfur (S) and therefore it is metabolized in sulfur-related pathways. For bioremediation and biofortification studies, it is of necessity to know the details of accumulation of high levels of selenium and underlying mechanism. Se transportation and accumulation has become the focus of interest recently [10–14]. There is the necessity of new approaches that will enlighten the mechanisms underlying Se tolerance and accumulation. Identification of the genes and their expression profiling will help us to understand the mechanisms. Next generation sequencing is one of the strategies that could be used to investigate the transcriptome of a non-model plant in a certain condition. RNA-seq technologies provide a fast and cheaper solution to study the genetic information that organisms contain and this method is functional in non-model plant species when the genome information is unavailable, and the RNA-seq deals with the coding regions not the whole genome [15]. Currently, there is no report on deep sequencing assembly and genome-wide expression profile in *A*. *chrysochlorus*. This limits the application of *A*. *chrysochlorus* in biomedical field as well as the genetic improvement of this plant species for agricultural and medical purpose.

In this study, we aimed to identify essential genes and their expression under Se treatment. The RNA-seq was done to assemble *de novo* and annotate the transcriptome of *Astragalus chrysochlorus*. Bioinformatic tools were applied to investigate the pathways and genes that were expressed under Se treatment for better understanding Se tolerance and accumulation.

## Materials and Methods

### Plant material and culturing conditions

The callus cultures of *Astragalus chrysochlorus* used in this study were established and maintained as long-term previously [16]. Callus tissues were subcultured every three weeks. For selenium treatment, 21-day-old callus tissues were grown on MS medium supplemented with 5 mg/L sodium selenate for 3 weeks. Tissue culture tests were done using a growth chamber with fluorescent light illumination (ca. 1400 mol -2 ms -1) over a 16/8 day and night at 25± 2°C. Control and selenium treatments were triplicated in five individual culture dishes, and each dish contained nine callus tissues. After 21 days, callus tissues were harvested and immediately frozen in liquid nitrogen and then stored in -80°C for RNA extraction.

### RNA Isolation

Total RNA was extracted using Qiagen total RNA isolation system (RNeasy Plant Mini Kit, 74904, Qiagen) according to the manufacturer's protocol. RNAs quality and quantity were checked using a Nanodrop 2000 spectrophotometer (Nanodrop Technologies, USA). Total RNA was then used for library preparation and sequencing using Illumina HiSeq 2000 sequencing.

### Library Preparation and Sequencing

mRNA isolation, fragmentation, adapter ligation, cDNA library construction and sequencing were done by Beijing Genome Institute (BGI) (Shenzhen, China). Briefly, after checking the RNA quality and quantity, the mRNA was isolated using magnetic beads, then mRNAs were fragmented using fragmentation buffer. These fragments were used as templates for cDNA synthesis. Single nucleotide A (adenine) was added to obtain short fragments. Adapters were ligated to short fragments, then PCR was performed. Illumina HiSeq 2000 was used to sequence the libraries.

### Sequencing Analysis

After the deep sequencing, raw reads with low quality were first eliminated. Transcriptome assembly of short reads were done by Trinity program (release-20130225, http://trinityrnaseq.sourceforge.net/) [17] operating with three individual modules (Inchworm, Chrysalis and Butterfly). These three softwares were run consecutively. The parameters for Trinity were—seqType fq—min_contig_length 100,—min_glue 3—group_pairs_distance 250 and—path_reinforcement_distance 85—min_kmer_cov 3. The contigs that were obtained, joined together to get scaffolds. Then, the Gene Indices Clustering Tools (TGICL, version 2.1) [18] were used to form unigenes and Phrap (Release 23.0) (http://www.phrap.org/) was used to assemble scaffolds to cluster the scaffolds [19]. After all, assembled transcriptome sequences of *Astragalus chrysochlorus* were obtained. The unigenes were subjected to blastx alignment (evalue < 0.00001) in NR, Swiss-Prot, KEGG and COG databases. The results from these aligments were used to decide the direction of sequences. Lastly, the sequences which do not be aligned to any database were subjected to ESTScan [20]. For function annotation, Blast was used (v2.2.26+x64-linux) against NT (NCBI nucleotide database, release-20130408), NR (non-redundant protein sequence database, release-20130408), KEGG (Kyoto Encyclopedia of Genes and Genomes, Release 63.0), Swiss-Prot (release-2013_03) and COG (Clusters of Orthologous Groups, release-20090331) databases. To determine the unigene GO annotation, NR annotation was used. Blast2GO (http://www.blast2go.com/b2ghome, release 2012-08-01)[21] program was run to get the gene ontology. Expression profiling of unigenes were done. The reads were mapped to reference transcriptome by SOAP (Release 2.21, http://soap.genomics.org.cn/soapaligner.html), using the parameters “-m 0-x 500-s 40-l 35-v 5-r 1”. FPKM (Fragments Per kb per Million reads) method was done. With this method, it is possible to eliminate the effect of different gene length. Thus, it is possible to compare the expression level of a gene in different samples. RPKM was calculated according to the unigenes length and read number mapped to this gene [22]. Statistical analysis was done to compare different libraries. False discovery rate (FDR) was calculated to specify the p-value threshold in expression analysis. If the FDR is smaller and the fold change is bigger, it means that the expression difference between the two samples is bigger. The criteria were used as FDR ≤0.001 and fold change (Se treated/not treated) ≥ 1 or ≤ -1. Lastly, GO and KEGG pathway analysis were done for the differentially expressed genes according to the description above.

## Results

The raw data of *A*. *chrysochlorus* RNA-seq were deposited in NCBI Gene Expression Omnibus (GEO) database (accession number: GSE71097). 

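RNA from callus of A. chrysochlorus, an undifferentiated tissue culture of a legume that takes up selenium, was sequenced as 1 control library and 1 library of Se-treated callus. The treated callus was 21 days old when it was moved to medium with 5 mg/L sodium selenate, an oxidized form of selenium that plants take up through sulfate transporters, and it stayed there for 3 weeks. Cultures were kept in triplicate, and the paper's text does not say whether the triplicates were pooled, so there is 1 library per condition and no measure of the spread between cultures. The authors assembled the reads into unigenes with Trinity, TGICL and Phrap, mapped the reads to them with SOAP and computed FPKM (fragments scaled by unigene length and library size). The deposited table gives whole fragments per unigene, whose totals are 64.4% of the clean read pairs in the control and 64.2% in the Se-treated library. FPKM was computed again from these fragments and the unigene lengths, because the stored values of 1 or more have lost their decimal mark. Each difference is the log2 ratio of Se-treated over control FPKM, with an FPKM of 0 replaced by 0.001 as in the authors' ratios. A unigene was called higher or lower at a false discovery rate (FDR) of at most 0.001 from a two-sided Audic-Claverie test on its 2 fragment counts, adjusted by Benjamini-Hochberg. That test compares the 2 libraries, not the conditions, and none of the differences has a replicate check. Intervals are exact 95% intervals that cover counting error only. A fold against 0 fragments is computed with a floor of 3 fragments in place of 0. It takes the other count as exact, so it is not a 95% limit. Unigene names are matches to proteins of other species, taken from S3 Table, and identifiers are given without the ending that all of them share.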

We obtained a total of 108,123,354 raw reads from two libraries (control and selenium-treated) using paired-end sequencing on Illumina Hiseq 2000 platform. Totally, 9,358,590,780 clean nucleotide reads were generated from two libraries. From these reads, a total of 83,273 unigenes were assembled and identified with a total of 93,072,751 nt in length with an average of 1,118 nt. 

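The deposited table holds 82566 of these unigenes, with 92354926 nt in all and a mean length of 1118.6 nt. Their median length was 785 nt, and the longest had 12682 nt. Unigenes shorter than 500.0 nt made up 36.3% of the table (29949), while 13388 were longer than 2000.0 nt. In 10227 clusters of similar sequences there were 37218 contigs, and the other 45348 unigenes stood alone. Contigs of one cluster can share reads, so a named contig is given with the log2 ratio of its whole cluster wherever it lies in a cluster of 2 or more. Shares of cluster contigs after summing, given below, also count contigs alone in their cluster, whose ratio summing cannot change.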

Then the numbers of unigenes were determined via function annotation analysis and length distribution sizes of *A*. *chrysochlorus* unigenes were calculated (Table 1 and S1 Fig). A total of 52,640 CDS were mapped to protein database. Total raw reads for control and Se-treated samples were similar with 53,984,240 and 54,139,114, respectively (Table 2). It was determined that the clean reads were more than 95% in both samples. 

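Alcohol dehydrogenase (CL8721.Contig2), the enzyme that makes ethanol in fermentation, was the most abundant unigene of the Se-treated library, with 0.851% of its fragments. In the control library it was CL2752.Contig1, which has no name in S3 Table, with 179864 fragments (1.08%). The 10 most abundant unigenes took 5.03% of the control and 4.19% of the Se-treated fragments. Fragments were found for 81479 unigenes in the control and 81161 in the Se-treated library, and for 80074 in both. The median unigene had 22 and 21 fragments. At least 10 fragments were found for 60329 unigenes in the control and 59173 in the Se-treated library. Among the 23264 unigenes with at least 50 fragments in both libraries the median log2 ratio was -0.03. Across the unigenes detected in both libraries, which are not independent replicates, Pearson's r of log2 FPKM was 0.892.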

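Over the unigenes of the deposited table, the fragments covered each unigene 34.3 times on average in the control library, 32.4 times in the Se-treated library and 66.7 times in both together, counting 2 reads of 90 nt per fragment. The median unigene was covered 14.3 times over both libraries. The floor of 3 fragments equals an FPKM of 0.228 in the control and 0.229 in the Se-treated library for a unigene of median length. In 8563 unigenes (10.4%) fewer than 10 fragments were counted over both libraries.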

An average of 658,976-fold of sequencing depth was obtained (**S1 and S2 Tables**). The Q20 value of the reads were over 98% for both samples. **Fig 1** summarizes the e-value similarity and species distribution. According to the NR database similarity search, it was found that 59.2 of the sequences showed high degree of similarity (<1e^-45^), 40.8% of the sequences showed reasonable similarity (between 1e^-5^ and 1e^-45^). According to the similarity distribution, 40.1% of the sequences showed more than 80% similarity with the sequences in the database.

**Fig 1:**
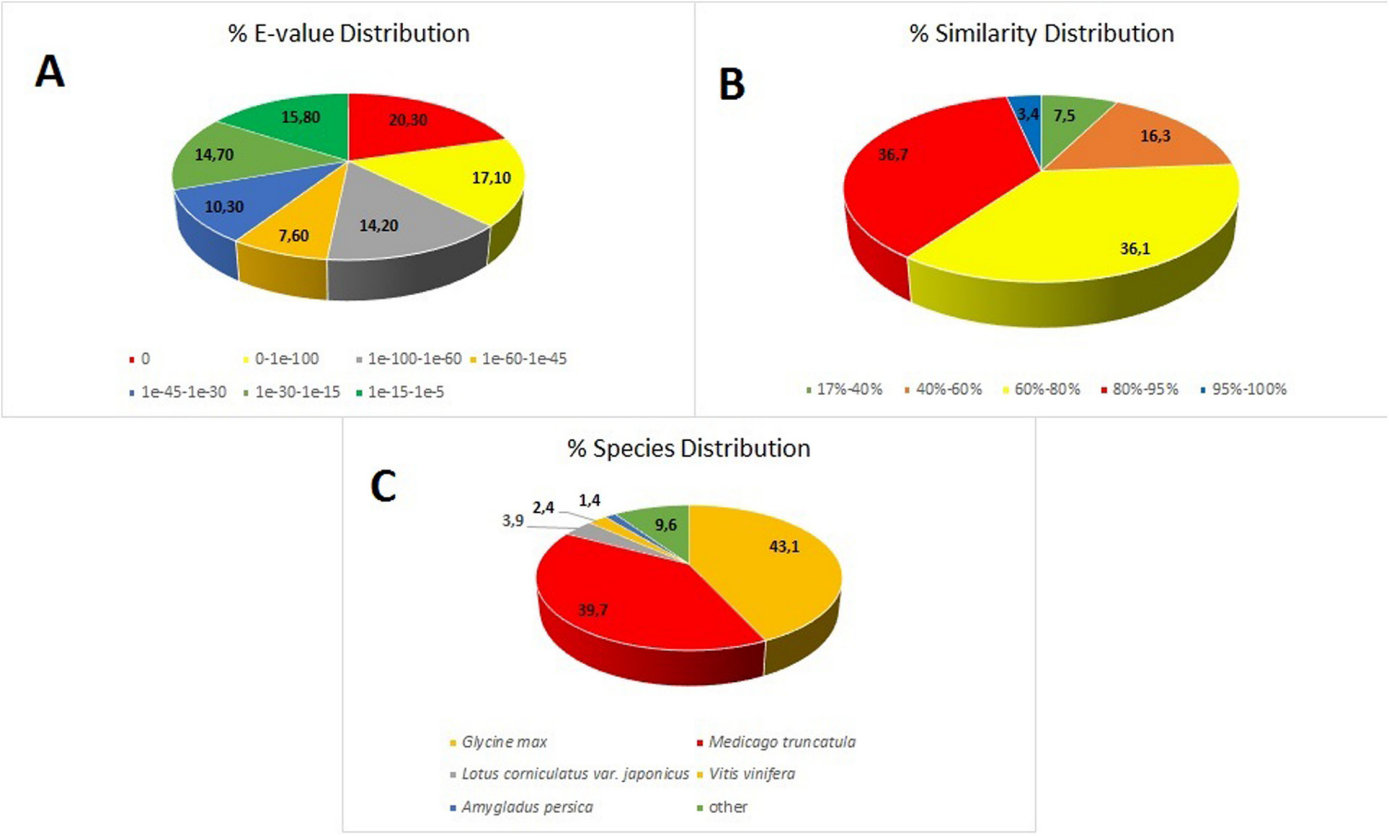
Unigene annotation results according to the NR database. (A) The E-value distribution. (B) The similarity distribution. (C) The species distribution.

**Table 1:** Annotation results of *A*. *chrysochlorus* unigenes according to different databases.

Database	Number of Unigene	Percentage
**NR**	53,960	90
**NT**	54,521	91
**Swiss-prot**	33,650	56
**KEGG**	31,003	51
**COG**	19,318	32
**GO**	40,599	68

**Table 2:** Sequencing statistics of Se-treated and untreated *A*. *chrysochlorus* callus tissues.

Samples	Total Raw Reads	Total Clean Reads	Total Clean Nucleotides (nt)	Q20 percentage	N percentage	GC percentage
**Control**	53,984,240	51,945,966	4,675,136,940	98.54%	0.00%	40.96%
**Se-treated**	54,139,114	52,038,376	4,683,453,840	98.49%	0.00%	41.74%

We also compared the transcriptome similarity between *A*. *chrysochlorus* and other closely-related plant species. A total of 43.1% of *A*. *chrysochlorus* transcriptome were matched to *Glycine max* (43.1%) followed by *Medicago truncatula* (39.7%) and *Lotus corniculatus* var. *japonicus* (9.6%), respectively. For the COG classification, a total of 35,175 genes were categorized into 25 classes (**Fig 2**). According to the number of genes, the most significant ones were general function (6,278), replication, recombination and repair (3,846), transcription (3,101), posttranslational modification, protein turnover and chaperones (2,668) and signal transduction mechanisms (2,429). According to the Gene ontology analysis, unigenes were sorted into 55 categories (**Fig 3**). In biological process category, cellular process, metabolic process and single cell process ontologies were the top three gene ontology terms with the number of unigenes 25,641, 24,683 and 17,416, respectively. In the same category, biological adhesion, ryhtmic process and locomotion were the last three GO terms with the number of unigenes 324, 233 and 31, respectively. In cellular component category, cell, cell part and oganelle terms were the top three classes with 28,623, 28,622 and 23,094 unigenes. The last three categories were extracellular matrix part, extracellular region part and virion and virion part with the number of 26, 17, and 18, respectively. Lastly, for molecular function category, binding, catalytic activity and transporter activity were the top three GO terms with the number of unigenes 21,302, 20,560 and 2,578, respectively. The categories with the least three unigene numbers were metallochaperone activity (6), translation regulator activity (4) and protein tag (4), respectively. For KEGG analysis, 31,003 unigenes were annotated with the pathway analysis and it is determined that 3,549 of them were differentially expressed. These unigenes were annotated with 127 pathways according to KEGG analysis. The most significant unigene numbers that were detected, were listed in **Fig 4.** Metabolic pathways are the first category with 828 differentially expressed unigenes. Biosynthesis of secondary metabolites and plant-pathogen interaction are the second and third categories with 429 and 263 differentially expressed unigenes, respectively.

**Fig 2:**
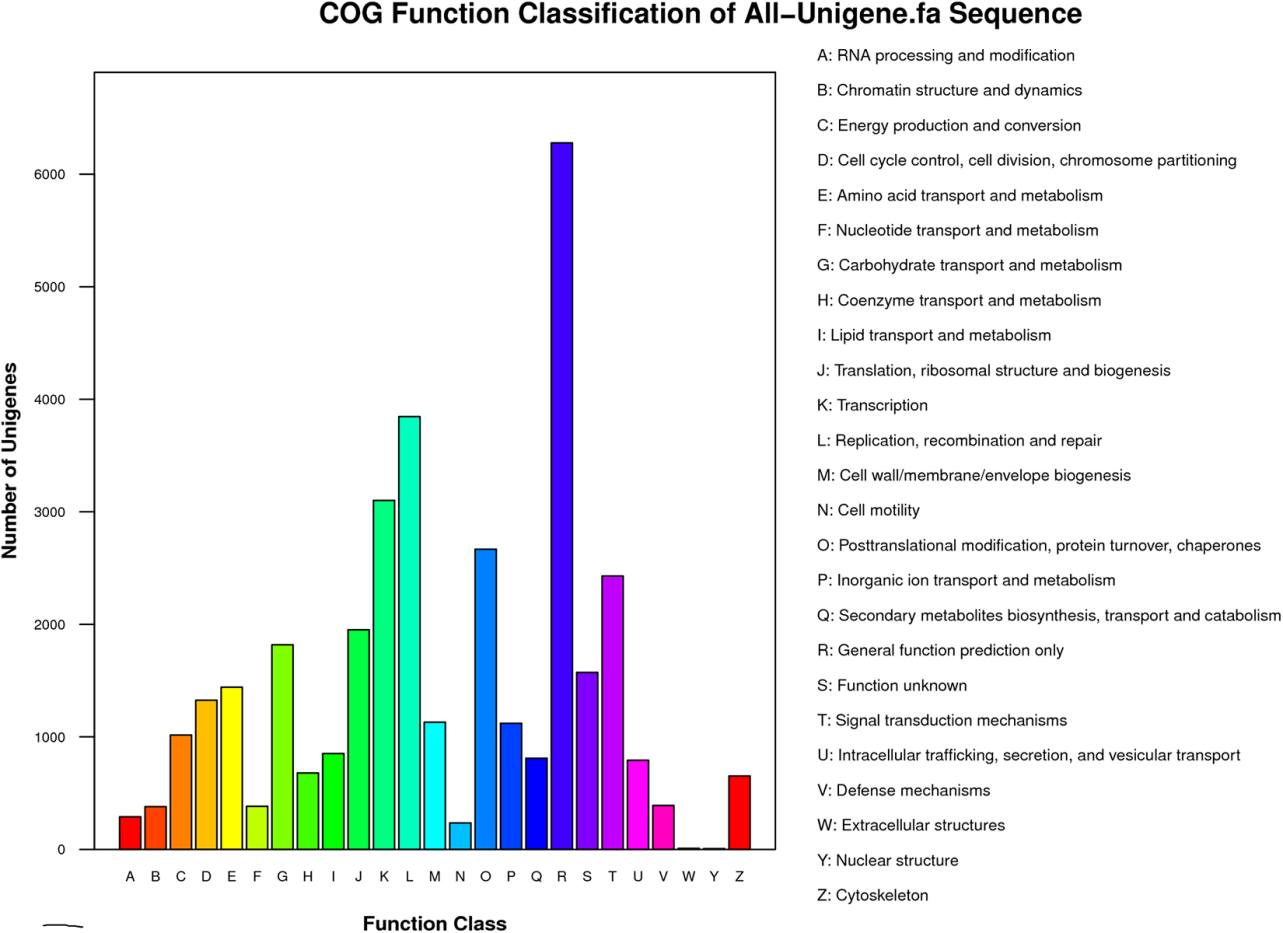
Functional classification of *A*. *chrysochlorus* unigenes according to COG database.

**Fig 3:**
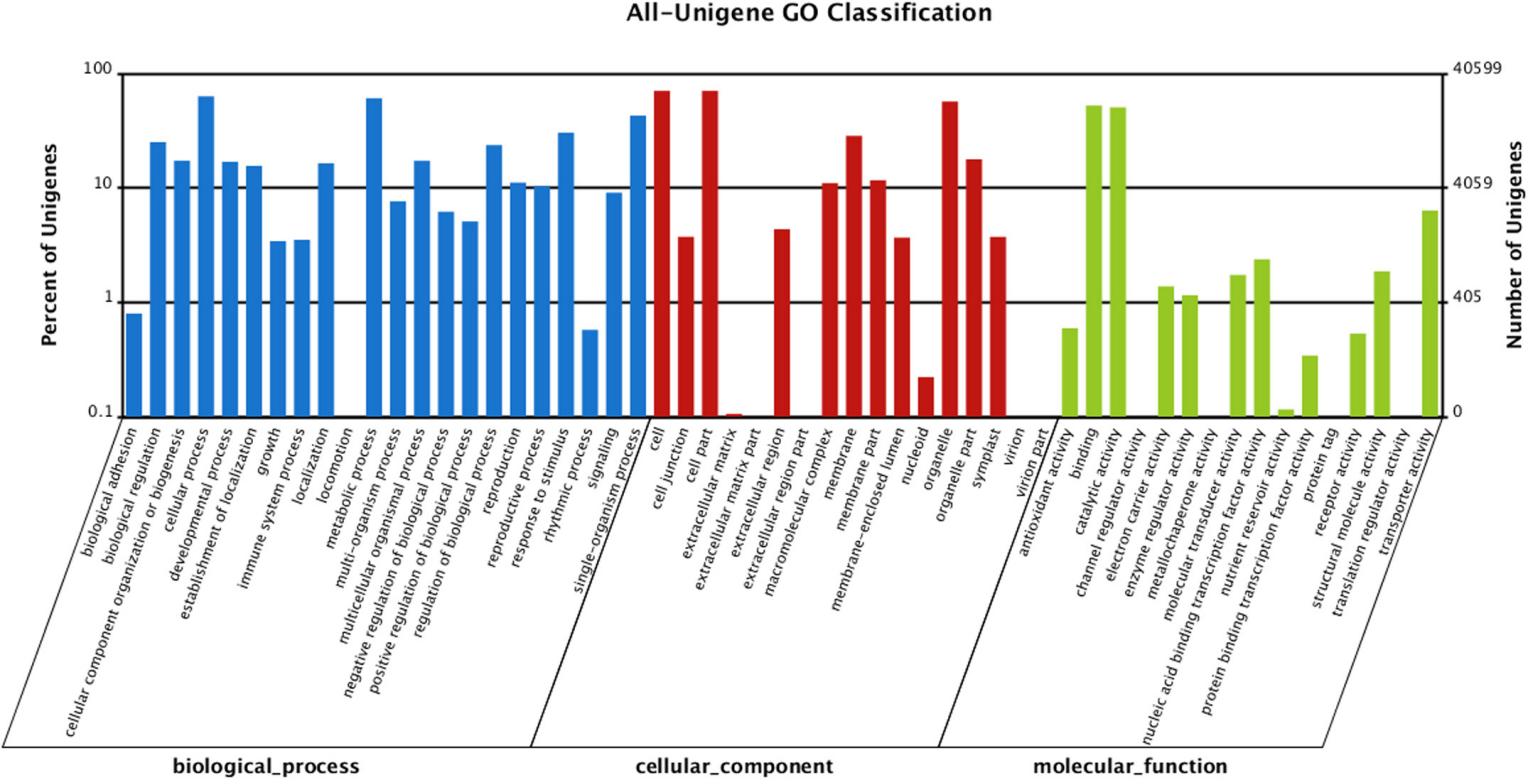
GO functional classification of *A*. *chrysochlorus* unigenes.

**Fig 4:**
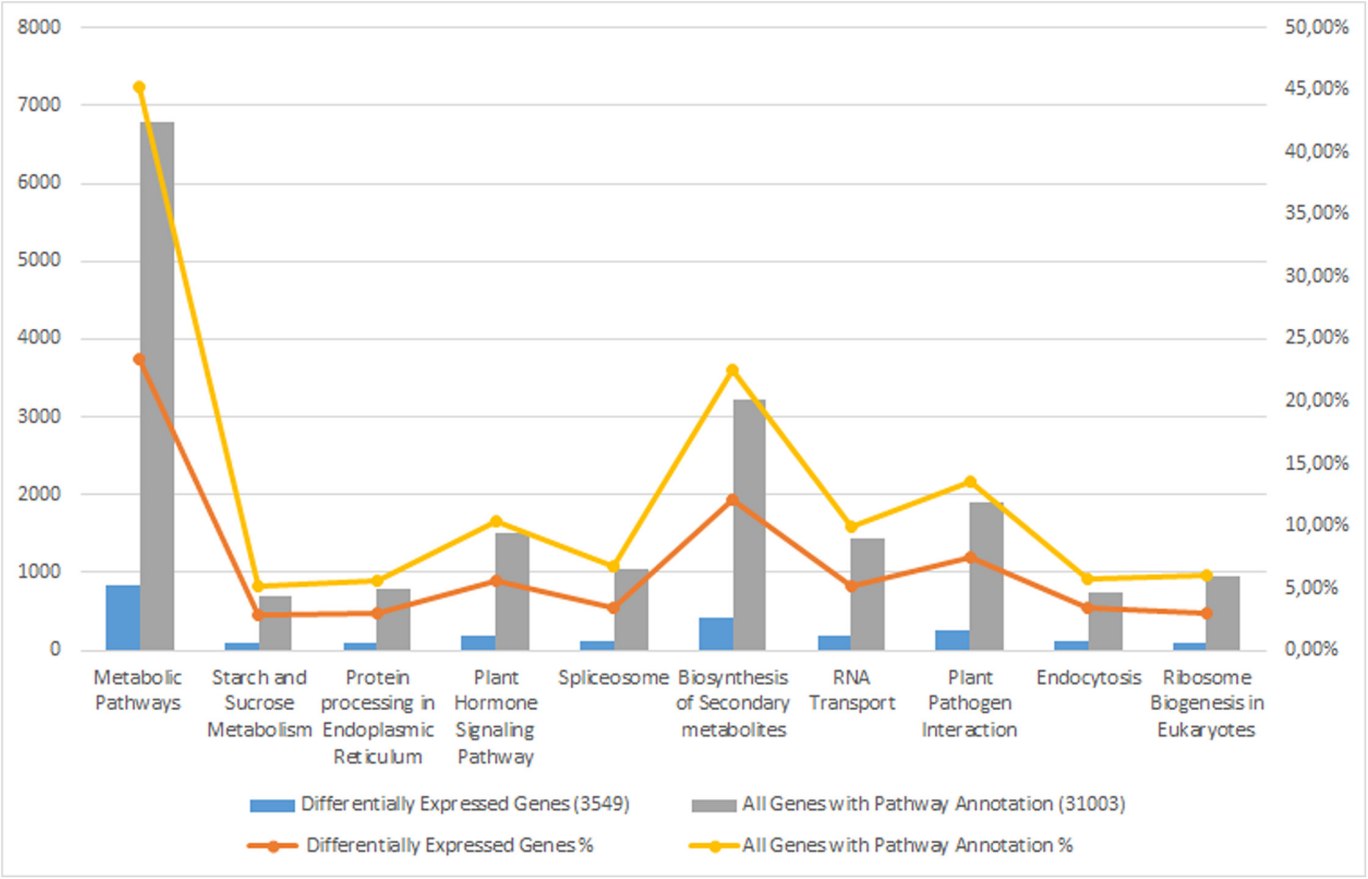
KEGG pathway annotation of unigenes related with Se-treated and untreated *A*. *chrysochlorus* calli metabolism.

To understand the effect of Se treatment on gene expression in *A*. *chrysochlorus*, we studied the differentially expressed genes in control and Se-treated callus (**Fig 5 and S3 Table).** Se treatment significantly up-regulated the expression of 4,539 genes (FDR ≤ 0.001, log2 ratio≥ 1). On the other hand, 3,838 genes were downregulated significantly by Se treatment (FDR ≤ 0.001, log2 ratio≥-1) (**Fig 6**). 

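Enzymes of fermentation and sugar breakdown were among the unigenes that were higher in Se-treated callus. Alcohol dehydrogenase (CL8721.Contig2) had 27277 fragments in the control and 142064 in the Se-treated library, a log2 ratio of 2.38 (95% counting interval 2.36 to 2.40) that was equal over its whole cluster. Pyruvate decarboxylase (Unigene3018), the enzyme before it in ethanol fermentation, had a log2 ratio of 2.59 (814 and 4879 fragments), and a pyrophosphate-dependent phosphofructokinase (Unigene21546) had 3.88 (3.56 to 4.22). Ferredoxin-dependent glutamate synthase (Unigene5722), an enzyme of nitrogen assimilation, had a log2 ratio of 3.37, from 42 to 435 fragments. Asparagine synthetase (Unigene38116, in the highest number range) had 8 fragments in the control and 106 in the Se-treated library. Other large differences were those of a 1-aminocyclopropane-1-carboxylate oxidase of ethylene synthesis (CL3188.Contig2, 3.62, cluster 2.28) and a universal stress protein (CL6368.Contig2, 3.44, cluster 2.74). A histone H3 lysine 9 methyltransferase (CL1835.Contig2) had 3.99 and its cluster 2.19. A hypothetical protein had still larger ratios (CL9421.Contig3, 5.43, and CL9421.Contig1, 4.26), while the cluster of both had 1.74. A PAM68-like protein of photosystem assembly (Unigene41220, in the highest number range) had 1 and 51 fragments, a log2 ratio of 5.67 (3.13 to 11.01). In all, 4539 unigenes were called higher at an FDR of at most 0.001 and a log2 ratio of at least 1, with a median of 1.61. Of these, 79 had no fragment in the control, and 2506 had an interval that lay wholly above a 2-fold difference. The direction of a unigene outside the clusters followed its number. Of the 7927 unigenes in the range of the highest numbers, called or not, 88.1% were higher in the Se-treated library, against 11.1% of the 6970 in a lower range, which starts at 30000, and 46.2% of the 29954 numbered under 30000. Between the 2 ranges 497 unigenes were left out.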

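An extensin-like protein of the cell wall (CL3965.Contig1) was lower in Se-treated callus, with 6505 fragments in the control and 547 in the Se-treated library, a log2 ratio of -3.57 (-3.70 to -3.44), and its cluster had -2.82. Phenylalanine ammonia-lyase (CL7848.Contig4), the entry enzyme of phenylpropanoid synthesis, had -3.27, while its cluster of 4 contigs had -1.17. An anthocyanidin-glucoside rhamnosyltransferase (CL9969.Contig1) had -3.22 (cluster -2.87) and a UDP-glycosyltransferase 85A2-like protein (Unigene17057) -3.04. An epoxide hydrolase (Unigene27455) had 145 and 13 fragments, a log2 ratio of -3.48 (-4.42 to -2.66). Some of the largest ratios rest on few fragments. A disease resistance protein (Unigene33159, in the number range from 30000) had 39 fragments in the control and 1 in the Se-treated library (-5.28, -10.62 to -2.72). A UDP-glucuronosyltransferase (Unigene31411, also in the number range from 30000) had 29 and 0, which is 9.65-fold lower with the floor of 3 fragments. A senescence-associated protein (CL7246.Contig2) had 39 and 0, 13-fold lower with that floor, but its cluster had 105818 and 39505, a log2 ratio of -1.42. In all, 3838 unigenes were called lower at an FDR of at most 0.001 and a log2 ratio of at most -1, with a median of -1.48, and the interval of 1665 lay wholly beyond a 2-fold difference. Without the threshold on the ratio, 15530 unigenes passed the FDR, 7922 higher and 7608 lower, and 7153 of them differed by less than 1 on the log2 scale.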

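At a log2 ratio of at least 2 in size, 1311 unigenes were called higher in Se-treated callus, with a median log2 ratio of 2.46, and 912 were called lower, with a median of -2.55. The median higher one was 513 nt long with 60 fragments over both libraries, and the median lower one was 500.0 nt long with 47. Fewer than 50 fragments stood behind 42.6% of the higher and 52.3% of the lower ones, and 62 of the lower ones had no fragment in the Se-treated library. The counting interval lay wholly beyond a 2-fold difference for 1219 and 849. With an assumed coefficient of variation of 0.2 between cultures added to the counting error, 371 of the higher and 172 of the lower calls remained, and with 0.4 there remained 0 and 0. At 0.4 the assumed spread alone keeps a log2 ratio of 2 from passing the FDR at any number of fragments. In simulated libraries with no change, 16 higher and 26 lower calls arose at an assumed coefficient of variation of 0.2, and 929 and 926 at 0.4. At a log2 ratio of 1 such libraries gave 461 higher and 407 lower calls at 0.2, and 4591 and 4548 at 0.4, which is more than were observed at that threshold in either direction.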

When we adjusted the fold change to ±2, 1311 genes were found to be upregulated and 912 were found to be downregulated. Among these 1311 upregulated and 912 downregulated genes, 663 of upregulated ones and 309 downregulated ones were annotated with nr database (**S3 Table**). 

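Every one of the 972 unigenes with a name in S3 Table was found in the deposited table, and all passed both thresholds, 663 higher and 309 lower in Se-treated callus. No name is given there for the other 648 higher and 603 lower unigenes. Among 24 lists of named genes, those with the most members on the higher side were pentatricopeptide repeat proteins, which bind organelle RNA (30 higher, 0 lower), and transcription factors (29 higher, 15 lower). On the lower side they were receptor-like kinases, which sense signals at the cell surface (32 lower, 12 higher), and disease resistance proteins, which were nearly even (25 lower, 21 higher). Of these named unigenes, 21 of the 30 pentatricopeptide repeat proteins lay in the highest number range. The lists were fixed before the deposited table was examined but after S3 Table had been seen, and S3 Table holds only unigenes that passed these thresholds in these libraries, so no count over a list is independent evidence of its direction.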

We also did gene ontology analysis with the differentially expressed genes to investigate the mechanisms that these genes may belong to (**Fig 7**). These genes were classified into 59 categories (**Fig 7**). In biological process category, cellular process, metabolic process and single cell process ontologies were the most abundant categories with the number of unigenes 2887, 2830 and 2031, respectively. In cellular component terms, cell, cell part and oganelle terms were again the top three categories with 3021, 3021 and 2331 unigenes. Finally, in molecular function category, binding, catalytic activity and transporter activity were the most abundant GO terms with the number of unigenes 2529, 2408 and 331, respectively. According to the KEGG analysis that performed differentially expressed genes, 20 pathways were determined.

**Fig 5:**
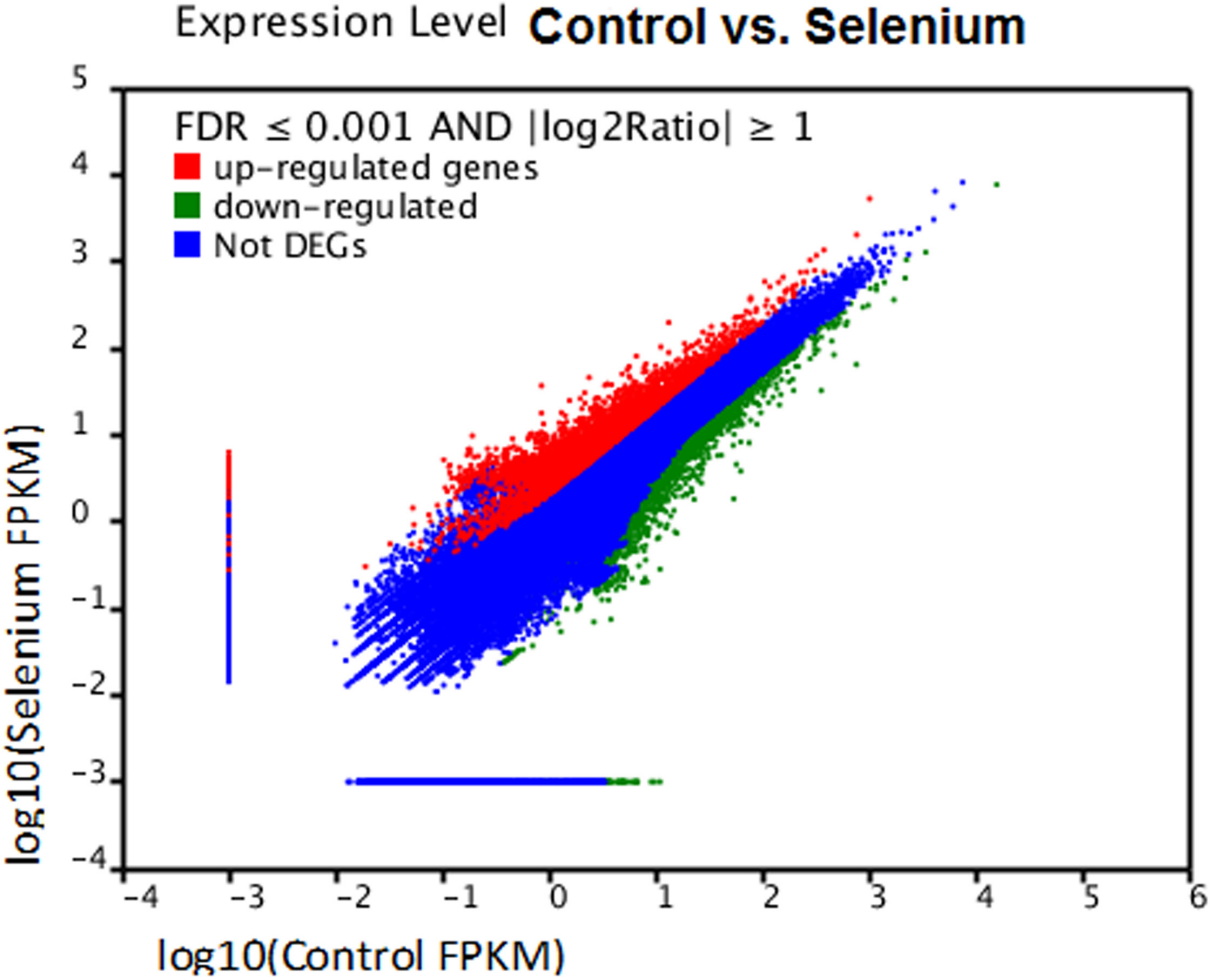
Differential expression level of Se-treated and untreated *A*. *chrysochlorus* callus tissues. Red and green colours represent up-regulation and down-regulation of Se-treated vs. control genes, respectively. Blue colour means not differentially expressed genes.

**Fig 6:**
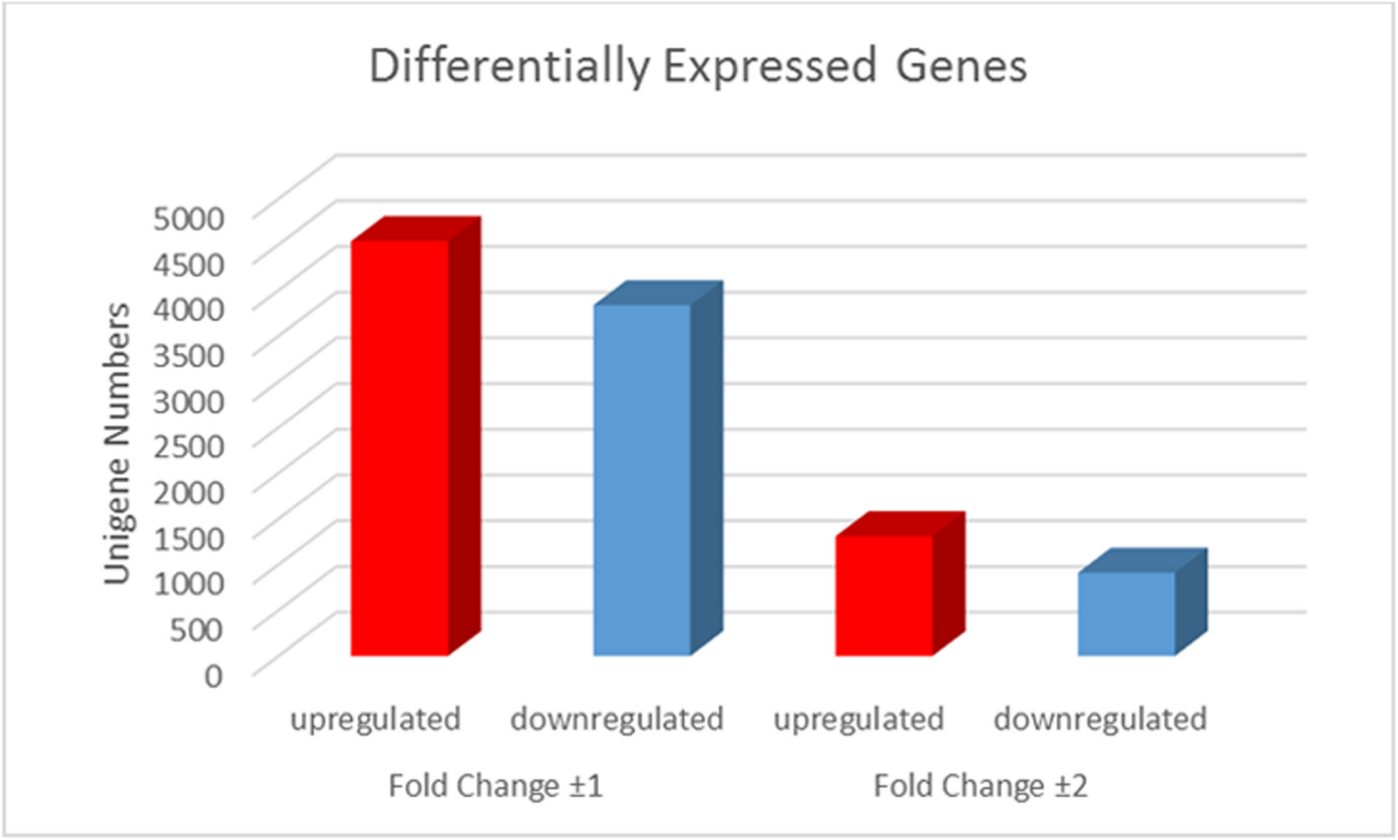
The unigene numbers of Differentially Expressed Genes (DEGs). The red bar is up-regulated genes, and the blue bar is down-regulated genes in Se-treatment vs. control sample respectively.

**Fig 7:**
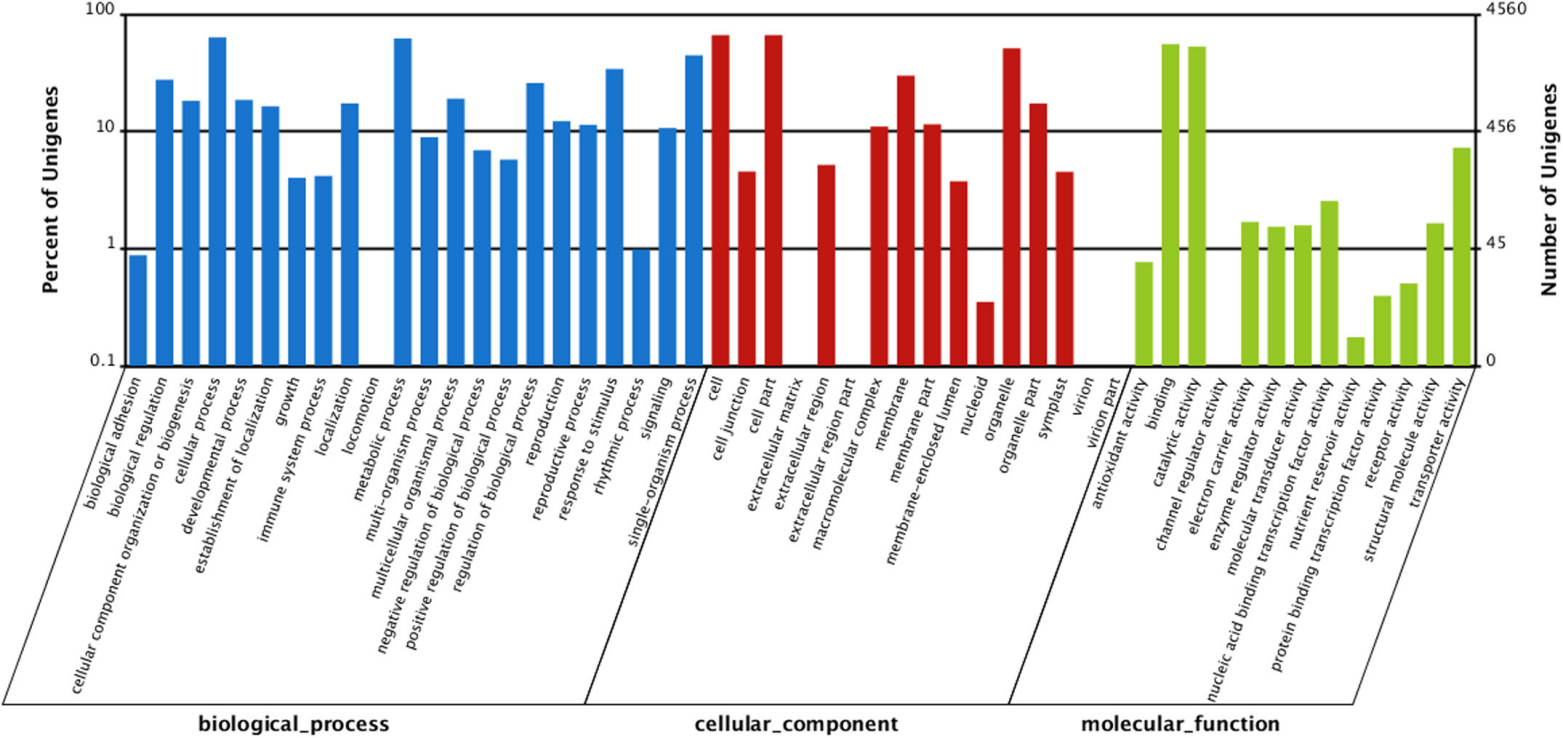
GO enrichment terms as biological process, cellular component and molecular function of differentially expressed genes by Se-treatment.

## Discussion

Next generation sequencing technologies has been becoming a powerful technology to illuminate the new genes and their involved biochemical pathways in non-model plants. Using RNA-seq, it has become easier to attain the transcriptome data of plant tissues or cells under specific conditions. *Astragalus* plants are valuable and extensively studied because of their properties, however there is little genetic information and transcriptomes. Here we studied the transcriptome of secondary Se accumulator *A*. *chryschlorus* callus tissues under selenium stimuli to bring in new perspectives to selenium accumulation and tolerance. In our study, Illumina Hi-seq sequencing generated totally 9,358,590,780 nucleotides. From these, we obtained 83,273 unigenes with a total of 93,072,751 nt in length with an average length of 1,118 nt for each unigene. Our study identified much more uniqgenes in *A*. *chryschlorus* than that in *A*. *mebranaceus*, a close-related plant species, in which a total of 15,167 contigs, 84,393 singletons, and 9,893 unigenes were assembled [23]. Our results identified many new genes involving in many new biochemical pathways, including Se tolerance and metabolism that have not been illuminated up to now.

### miRNAs may regulate gene expression in response to Se stimuli

In our previous study, we found that miRNAs, an important gene regulator, play a potential role in *A*. *chrysochlorus* during Se treatment [9]. In this study, we compared the expression of miRNAs, identified in our previous study and miRNA expression, we found the adverse relationship between the expression of miRNAs and their targets (**Fig 8**). During Se treatment, auxin response factor 8-like was upregulated while miR167 was downregulated; The expression of omeobox-leucine zipper protein HOX32-like, Class III HD-Zip protein, DNA (cytosine-5)-methyltransferase CMT3-like, F-box protein SKIP2-like protein was up-regulated by Se exposure but based on the degradome data, their targeting miRNAs, miR166, miR166i, miR399k, miR399h-5p, were down-regulated, respectively. 

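The unigene named as a homeobox-leucine zipper protein HOX32-like (CL8002.Contig2), a member of a family that sets leaf polarity and meristem growth, had 6 fragments in the control and 29 in the Se-treated library. Its log2 ratio was 2.28 (0.98 to 3.83), and that of its cluster of 3 contigs 1.30. A class III HD-Zip protein 3 matched to Populus (CL6503.Contig1), named here after its values were seen and not certain to be the unigene of the figure, had 7 and 31 fragments, a log2 ratio of 2.15 (cluster 1.22). No unigene in S3 Table carries the name of auxin response factor 8, methyltransferase CMT3 or F-box protein SKIP2, so none of these was matched to fragments. The microRNA libraries of the earlier study were not analysed here.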

In this study, we found that DAMAGED DNA-BINDING 2, Disease resistance protein RGA2, protein argonaute 2-like, TIR-NBS-LRR RCT1 resistance protein were repressed by Se exposure; in our previous study, we found their targeting miRNAs; miR7767-3p, miR1507, miR7122b-5p and miR3633a-3p were induced by Se treatment, respectively.

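A unigene named TIR-NBS-LRR RCT1-like resistance protein (Unigene40222, in the highest number range), of a class of receptors that recognise pathogens, had 12 fragments in the control and 77 in the Se-treated library. Its log2 ratio was 2.68 (1.80 to 3.70). It was picked for its name after its values were seen, and the name is not identical to the one in the figure. No unigene in S3 Table carries the name DAMAGED DNA-BINDING 2, RGA2 or argonaute 2, so these were not matched.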

**Fig 8:**
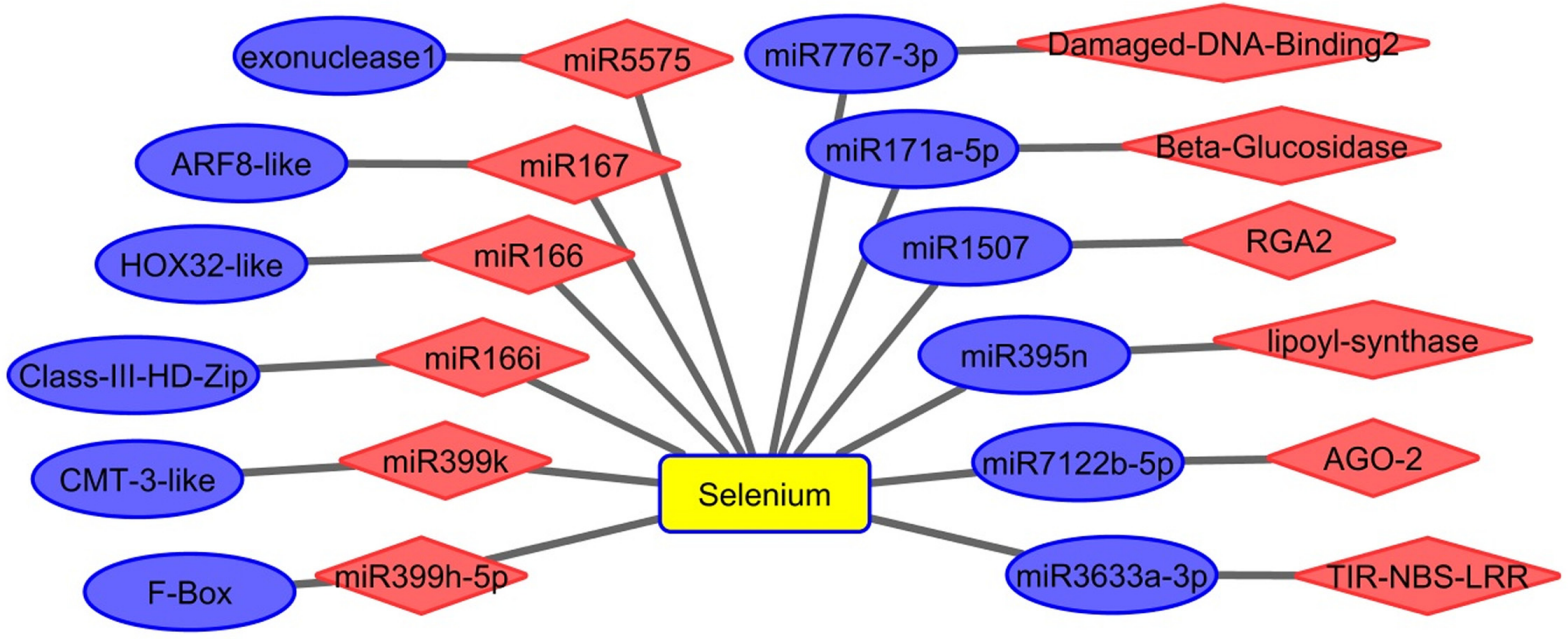
Se affected miRNAs and their targets in *A*. *chrysochlorus* calli based on the degradome data. ARF8 like: auxin response factor 8-like [*Glycine max*], HOX32-like protein: homeobox-leucine zipper protein HOX32-like [*Glycine max*], Class III HD Zip protein: Class III HD-Zip protein [*Medicago truncatula*], CMT-3 like protein: DNA (cytosine-5)-methyltransferase CMT3-like [*Glycine max*], F-Box: F-box protein SKIP2-like [*Glycine max*], Damage DNA Binding 2: protein DAMAGED DNA-BINDING 2 [*Glycine max*], RGA2: Disease resistance protein RGA2 [*Medicago truncatula*], AGO-2: protein argonaute 2-like [*Glycine max*], TIR- NBS-LRR: TIR-NBS-LRR RCT1 resistance protein [*Medicago truncatula*]. Blue color: upregulated, red color: downregulated.

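All 22 named heat shock proteins and chaperones, counted with a heat stress factor, were higher in Se-treated callus, with a median log2 ratio of 2.47. Among them were a class II small heat shock protein (CL808.Contig1, 907 and 4445 fragments, 2.30) and the chaperones ClpB1 (CL5522.Contig1, 2.77), which dissolves protein aggregates, and a chloroplast small heat shock protein (CL9992.Contig2, 2.68, cluster 2.55). A further heat shock protein (CL1180.Contig5) had 2.19, but its cluster of 6 contigs had -0.28. In a small list of chitinases, germins and other defence proteins, kept apart from the disease resistance proteins, 9 of 11 were lower, such as a defensin (CL5322.Contig1, -2.01), a chitinase (Unigene489, -2.14) and a NIM1-interacting protein of salicylate signalling (Unigene19916, -2.05). Of those 9, 4 lay outside the number ranges whose unigenes mostly go one way. Among 10000 random lists of the same size matched on mean expression, drawn from the named unigenes, the median of the heat shock list lay at percentile 98.8 and that of the defence list at 0.215, as a description of these 2 libraries.

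**Figure D1:**
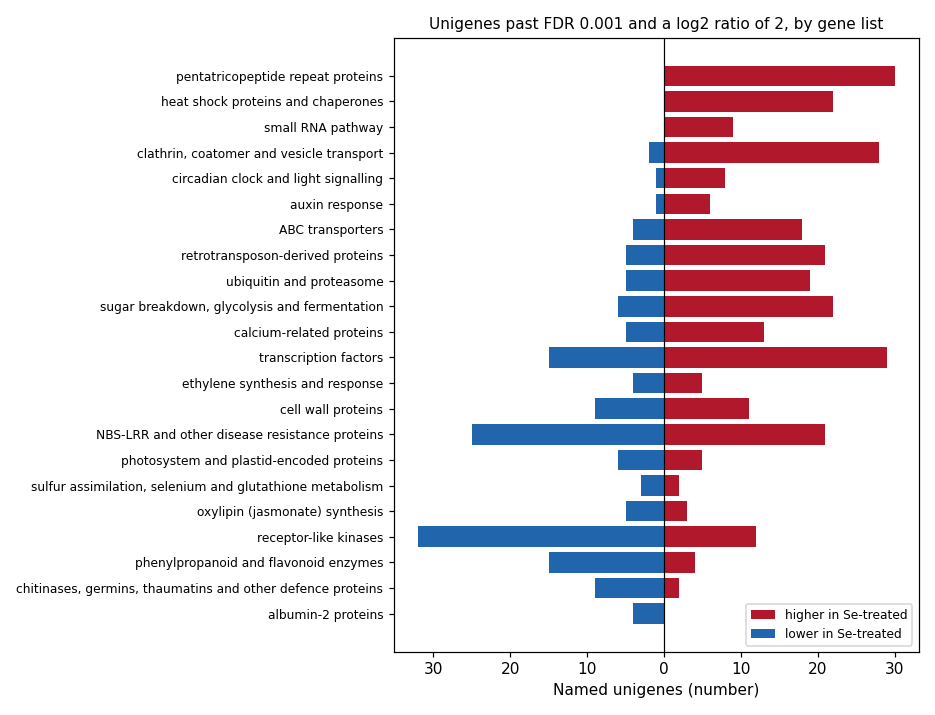
Number of named unigenes of each list that were higher (bars to the right of 0) or lower (bars to the left) in the Se-treated library at an FDR of at most 0.001 and a log2 ratio of at least 2 in size. All 22 heat shock proteins and chaperones lie to the right, and of the receptor-like kinases 32 lie to the left and 12 to the right.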

Se treatment induced the aberrant expression of many protein-coding genes in *A*. *chrysochlorus* callus tissues. 

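Of 44 named transcription factors, 29 were higher and 15 lower in Se-treated callus, and their median log2 ratio of 2.17 lay at percentile 48.9 among random lists matched on expression. GT-3b-like (Unigene25857), a trihelix factor of a family that acts in light and stress responses, had 85 fragments in the control and 570 in the Se-treated library, a log2 ratio of 2.75 (2.42 to 3.09). The factors bHLH130-like (Unigene6331, 2.16), WRKY32 (Unigene3268, 2.18) and a bZIP factor matched to Medicago (CL1682.Contig2, 2.07, cluster 1.38) also had at least 40 fragments in the control. Heat stress factor A-3-like (CL3888.Contig2), which drives heat shock genes, had 2.85, and its cluster 1.08. A bZIP factor matched to Caragana (CL6680.Contig2) had 5 and 39 fragments (2.97, cluster 2.37). The factors TCP13-like, bHLH041-like and VRN1-like all lie in the highest number range. TCP13-like (Unigene41332) had 1 fragment in the control and 50 in the Se-treated library, a log2 ratio of 5.65 (3.10 to 10.98). With bHLH041-like (Unigene39854) the fragments were 3 and 22 (2.88, 1.14 to 5.26), and with VRN1-like (Unigene41571) 4 and 24 (2.59, 1.05 to 4.57). On the lower side, a WRKY factor (Unigene16824) had a log2 ratio of -2.29 (-2.48 to -2.10). These values are log2 ratios. On the linear scale GT-3b-like differed 6.72-fold, and 6.32-fold with 1 FPKM added to both libraries. For TCP13-like the linear ratio of 50.1 rests on 1 control fragment, it is 26.0 with 0.1 FPKM added and 5.61 with 1 FPKM added, and its call, like those of bHLH041-like, VRN1-like and the Caragana-matched bZIP factor, is lost at an assumed coefficient of variation of 0.2.

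**Figure D2:**
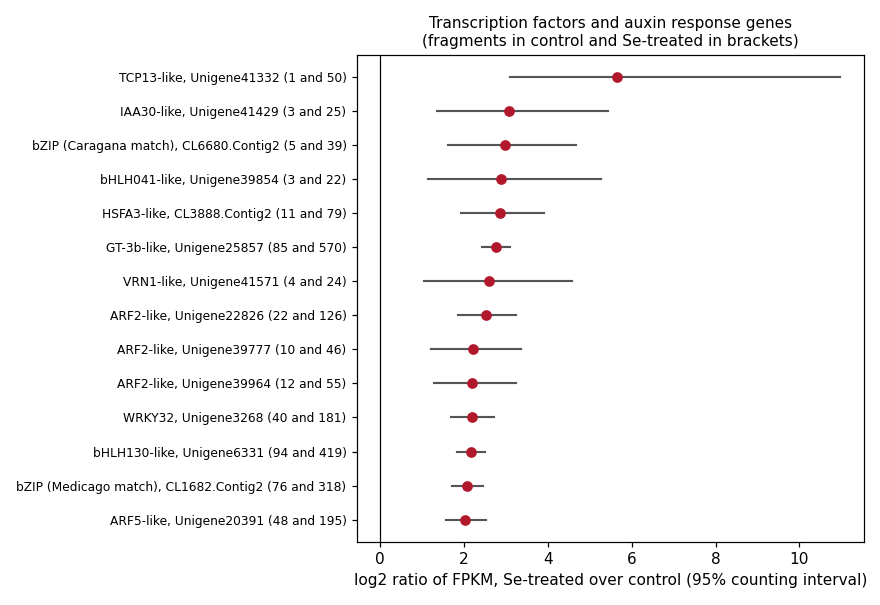
Log2 ratio of Se-treated over control FPKM of the transcription factors and auxin response genes named in the paper, with 95% intervals for counting error only and the fragments of both libraries in brackets. TCP13-like has the largest ratio (5.65) and also the widest interval, because only 1 fragment was counted in the control.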

Among the upregulated genes, there are different transcription factors, including TCP13-like (5.64 fold), bZIP transcription factor (2.96 fold), putative transcription factor bHLH041-like (2.87 fold), heat stress transcription factor A-3-like (2.84 fold), trihelix transcription factor GT-3b-like (2.74 fold), B3 domain-containing transcription factor VRN1-like (2.58 fold), probable WRKY transcription factor 32 (2.18 fold), transcription factor bHLH130-like (2.15 fold), transcription factor bZIP (2.06 fold). Another study using *Arabidopsis* found that Se treatment induced the expression of ethylene responsive factors and WRKY family transcription factors, Myb15 and zinc finger proteins [24]. It is known that these kinds of transcription factors are related to plant development as well as plant response to different types of stresses. In our study, we found that selenate treatment resulted in down regulation of ethylene responsive factors. 

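Of 3 unigenes named as ethylene-responsive factors, 2 were lower in Se-treated callus. RAP2-7-like (Unigene3986) had 281 fragments in the control and 29 in the Se-treated library, a log2 ratio of -3.27 (-3.88 to -2.72), and an ethylene-responsive transcription factor matched to Medicago (Unigene25933) had -2.12 (-2.62 to -1.64). Ethylene response factor 8 (Unigene39754, in the highest number range) was higher, with 7 and 47 fragments (2.75). ETHYLENE INSENSITIVE 3-like (Unigene26078), a central regulator of the ethylene response, had a log2 ratio of 2.66 (2.21 to 3.13). A 1-aminocyclopropane-1-carboxylate oxidase 2-like enzyme of ethylene synthesis (Unigene25767) had 2.02. In the whole list of ethylene synthesis and response, 5 of 9 members were higher and 4 lower, with a median at percentile 8.49 among random lists.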

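Of 7 named unigenes of the auxin response, 6 were higher in Se-treated callus. Auxin response factors bind the promoters of auxin-regulated genes. Auxin response factor 2-like (Unigene22826) had 22 fragments in the control and 126 in the Se-treated library, a log2 ratio of 2.52 (1.86 to 3.24), and auxin response factor 5-like (Unigene20391) had 48 and 195 (2.02, 1.56 to 2.51). At an assumed coefficient of variation of 0.2 the call of the former is kept and that of the latter is lost. A pair of further unigenes named auxin response factor 2-like (Unigene39777, Unigene39964), both in the highest number range, had 2.20 and 2.20. IAA30-like (Unigene41429, also in the highest number range), a repressor of auxin-responsive genes, had 3 fragments in the control and 25 in the Se-treated library, a log2 ratio of 3.06 with an interval of 1.35 to 5.43. Its call is lost at a coefficient of variation of 0.2 too, and for the pair that setting is not given here.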

Another upregulated genes were auxin responsive factors such as auxin-responsive protein IAA30-like (3.06 fold), auxin response factor 2-like (2.52 fold), auxin response factor 5-like (2.02 fold). Van Hoewyk et al. [24] found that selenate treatment decreased the level of auxin responsive proteins and this way reduced the plant development. However, in our study, auxin-responsive protein IAA30 was upregulated and it is a transcription factor that represses the early auxin responsive genes at low levels of auxins, even so auxin responsive factor 2-like and auxin responsive factor 5-like proteins seem to be upregulated. 

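The other members of the auxin list, named after their values were seen, went both ways. An indole-3-acetic acid-amido synthetase of the GH3 family (CL10277.Contig2), which inactivates auxin by conjugation, had a log2 ratio of 2.93 (2.28 to 3.64), while its cluster had 0.45. An auxin-induced protein ARG7-like (Unigene33385, in the number range from 30000) had 27 fragments in the control and 0 in the Se-treated library. With the floor of 3 fragments it was 8.98-fold lower. Of the 6 higher members, 3 lay outside the number ranges, and the list's median lay at percentile 56.4 among random lists.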

Auxin responsive factor 2 is known to be transcription activator/repressor that activates/represses early auxin responsive genes. These early auxin responsive genes are related to plant growth and development [25]. However auxin responsive factor 5 is known to be a transcription activator. ABC transporter family proteins are known to be involved in growth, nutrition, development, abiotic stress response, and environment-plant interaction [26]. 

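ABC transporters, membrane pumps driven by ATP, were mostly higher in Se-treated callus, 18 of 22 named unigenes. A B family member (CL1768.Contig2) was by far the most abundant, with 9713 fragments in the control and 38981 in the Se-treated library, a log2 ratio of 2.01 (1.98 to 2.04). Its cluster holds 3 more of the named unigenes, B member 11-like (CL1768.Contig1, 2.88) and the B members CL1768.Contig3 (2.07) and CL1768.Contig4 (2.99), and had 2.01 as a whole. B member 28-like (CL1820.Contig1) had 2.02 (cluster 1.79), a C family member (CL3458.Contig2) 2.03 (cluster 1.89), and a G family member (Unigene23090) 2.25, from 88 to 418 fragments. A further B member outside clusters (Unigene7566) had 2.59. For C member 5-like (CL7881.Contig1), with 297 and 1253 fragments (2.08), the cluster of 4 contigs had 0.87. For B member 1-like isoform 2 (CL7283.Contig1, 2.39) it had 0.59. Of the 18, 7 lie in the highest number range, among them B member 1-like (Unigene41227, 2.68), the B members Unigene38530 (2.63) and Unigene40079 (4.00), and G member 28-like (Unigene44243). The last had 0 fragments in the control and 16 in the Se-treated library, 5.34-fold higher with the floor of 3 fragments.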

In our study ABC transporter family B member, B member 1-like, B member 1-like isoform 2, B member 11-like, B member 28-like proteins, ABC transporter family C member, C member 5-like, ABC transporter family G member, G member like-28 were all upregulated between 2 to 11 folds. On the other hand, ABC transporter family A member 2 and member 7, family G member 5 were downregulated between 2,8 and 2.03 folds. 

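A member 2-like (CL4021.Contig1) had 37 fragments in the control and 9 in the Se-treated library, a log2 ratio of -2.04 (-3.27 to -0.96), and its cluster -1.45. A member 7-like (CL3003.Contig2) had -2.23 (-3.66 to -1.03) from 33 and 7 fragments, but its cluster had 502 and 558, a log2 ratio of 0.15. G member 5-like (Unigene33845, in the number range from 30000), of a family that exports lipids and hormones, had 28 and 4 (-2.80). The fourth lower unigene was a G family member (Unigene31320, in the number range from 30000), with 20 and 2 fragments (-3.32, -6.46 to -1.28). The calls of all these lower unigenes are lost at an assumed coefficient of variation of 0.2. On the higher side those of CL1820.Contig1, CL3458.Contig2, CL1768.Contig1 and CL1768.Contig3 are lost too. So is that of Unigene44243, with no control fragment. Those of CL1768.Contig2, CL1768.Contig4, CL7283.Contig1, CL7881.Contig1 and Unigene23090 are kept. For the other higher ones, among them Unigene7566 and the rest of those in the highest number range, this setting is not given here. Outside these number ranges, 11 ABC transporters were higher and 2 lower, and the list's median lay at percentile 92.0 among random lists matched on expression. Of the 11 that are contigs of clusters, 3 lay within 1 of 0 on the log2 scale once their cluster was summed.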

ABC transporter family proteins are involved in detoxification and transport processes in plants [26] and when considered from this aspect, it is not surprising to detect these genes in cells after selenium treatment. Se and selenocompounds could be toxic for most the plants and *Astragalus* plants are known to tolerate high levels of Se, also in our previous study, *A*. *chrysochlorus* was found to be secondary accumulator. Another interesting finding is the alteration in expression of disease resistance genes, cc-nbs-lrr (coiled-coil nucleotide-binding site leucine-rich repeat) resistance genes and tir-nbs-lrr (Toll/interleukin-1 receptor nucleotide-binding site leucine-rich repeat) resistance genes. These resistance proteins are involved in pathogen recognition [27]. It was found that while some of these resistance genes were upregulated, some of them were downregulated. 

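Of 46 named disease resistance proteins, 21 were higher and 25 lower in Se-treated callus. A disease resistance protein similar to the Arabidopsis gene At5g66900 (CL9001.Contig1) was higher, with 56 fragments in the control and 258 in the Se-treated library (2.21, cluster 2.14). Among CC-NBS proteins, whose coiled-coil domain relays the signal of a recognised pathogen, 6 were higher and 3 lower. The higher ones included CL1881.Contig1 (2.14, cluster 1.46), Unigene5959 (2.18) and Unigene24851 (2.16). Outside the number ranges whose unigenes mostly go one way, 11 resistance proteins were higher and 12 lower. Fewer than 50 fragments over both libraries stood behind 26 of the 46. Among random lists matched on expression the median of all resistance proteins lay at percentile 0.47 and that of the CC-NBS proteins at 43.1.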

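Resistance proteins named as TIR-NBS-LRR, that is with a Toll/interleukin-1 receptor domain, were mostly lower in Se-treated callus, 11 of 13. The best covered were CL152.Contig3, with 300 fragments in the control and 65 in the Se-treated library (-2.20, cluster -1.47), and CL8417.Contig3 (-2.23, cluster -1.54). Unigene7151 had -2.47 (-3.24 to -1.77) and Unigene3991 -2.32 (-3.35 to -1.41). Of the 11, 8 lay outside the number ranges, and the list's median lay at percentile 1.08 among random lists. The 3 lower CC-NBS-LRR proteins all lay in the number range from 30000, such as Unigene31809 with 33 and 3 fragments (-3.46, -5.81 to -1.78). By these names, both classes made up 14 of the 25 lower resistance proteins. Unigenes named TMV resistance protein N (2 higher, 1 lower) were counted in neither class.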

The majority of the downregulated resistance genes were tir-nbs-lrr and cc-nbs-lrr genes. However among the upregulated ones, there were multidrug resistance ABC transporter gene, TMV resistance gene besides tir-nbs-lrr and cc-nbs-lrr genes. 

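TMV resistance protein N, a receptor that recognises tobacco mosaic virus, was the name of 3 unigenes. In Se-treated callus CL4102.Contig1 was higher, with 37 and 160 fragments (2.11, cluster 2.17), and so was CL187.Contig4 (2.00, cluster 1.35). The third, CL8417.Contig2, was lower (-2.16, cluster -1.54). A pair of unigenes was named multidrug resistance protein ABC transporter family. CL78.Contig2 had 12 and 85 fragments, a log2 ratio of 2.83, while its cluster of 5 contigs had 1.20. Unigene41264, in the highest number range, had 2 and 21 (3.39, 1.36 to 6.53).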

A study showed that several disease and stress induced proteins were upregulated in *Arabidopsis* [24]. It seems that calcium related genes were upregulated in Se treated callus tissues in *A*. *chrysochlorus*. 

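Of 18 named calcium-related proteins, 13 were higher and 5 lower in Se-treated callus, 7 and 4 outside the number ranges. Their median log2 ratio of 2.17 lay at percentile 51.3 among random lists matched on expression. The lower members, named after their values were seen, included calcineurin B-like protein 4 (CL859.Contig2, 82 and 19 fragments, -2.11, cluster -2.25), a calcium sensor, and IQ-DOMAIN 14-like (Unigene8622, 207 and 43, -2.26), a calmodulin-binding protein. Of the 6 members that are contigs of clusters, 4 lay within 1 of 0 on the log2 scale once their cluster was summed.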

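Each of the 4 named calcium-dependent protein kinases was higher in Se-treated callus. The kinase matched to Swainsona (Unigene23170) had 90 fragments in the control and 363 in the Se-treated library, a log2 ratio of 2.01 (1.68 to 2.36). Kinase 3-like (Unigene19960) had 2.17 (1.46 to 2.95). The kinase matched to kinase 1 of Vicia faba (Unigene31761) had 2.86 (2.21 to 3.57), although it lies in the number range from 30000, where most unigenes were lower. Calcium-dependent protein kinase 20-like (Unigene39403, in the highest number range) had 4 and 23 (2.53, 0.98 to 4.52), and it was no longer past the FDR in an exact binomial test.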

The upregulated genes were annotated with calcium-dependent protein kinases, calcium-dependent protein kinase 20-like. These types of plant kinases bind calcium ions and phosphorylate metabolites which are related to many cellular mechanisms such as hormone response and stress signaling pathways [28]. 

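Calcium ATPases, which pump calcium out of the cytosol, were higher in Se-treated callus. Calcium-transporting ATPase 9-like (Unigene4785) had 120 fragments in the control and 509 in the Se-treated library, a log2 ratio of 2.09 (1.80 to 2.39). A type IIB calcium ATPase (Unigene8246) had 2.41 (1.70 to 3.20). Another type IIB calcium ATPase (CL3314.Contig1, 2.84) and calcium-transporting ATPase 4-like (CL3314.Contig6, 2.17) are contigs of one cluster, which had 392 fragments in the control and 518 in the Se-treated library, a log2 ratio of 0.40.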

Other genes related to calcium were type IIB calcium ATPase, calcium-transporting ATPase 4 plasma membrane-type-like, calcium-transporting ATPase 9 plasma membrane-type-like proteins. These proteins also are involved in adaptation to stressors by altering the calcium concentrations [29]. According to the Gene Ontology and Kyoto Encyclopedia of Genes and Genomes database pathway analysis, Se affected metabolic pathways and genes such as ABC transporters, plant pathogen interaction, phenylalanine metabolism, biosynthesis of secondary metabolites, flavone and flavonol biosynthesis, flavonoid biosynthesis, plant circadian rhythm, glycolysis/gluconeogenesis and endocytosis genes (**Fig 9**). 

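In sugar breakdown, glycolysis and fermentation, 22 of 28 named unigenes were higher in Se-treated callus, and 21 of the 22 lay outside the number ranges. The list's median log2 ratio lay at percentile 91.1 among random lists matched on expression, and that of the vesicle list at 82.8. Phosphoglycerate mutase of glycolysis (Unigene1879) had 1225 fragments in the control and 5663 in the Se-treated library, a log2 ratio of 2.21 (2.12 to 2.30). Phosphoenolpyruvate carboxykinase (CL7347.Contig3), an enzyme of gluconeogenesis, had 3.82, but its cluster had 0.94. In vesicle transport and endocytosis 28 of 30 were higher. A guanine nucleotide-exchange protein that starts vesicle formation (CL7211.Contig1) had 609 and 2537 fragments (2.06, cluster 1.81), and an exocyst component (Unigene28742) had 2.26. The coatomer subunits CL1904.Contig13 (2.16, cluster 1.43) and Unigene22269 (2.90) were also higher. Of 14 genes of sugar breakdown in clusters 4, and of 16 vesicle genes in clusters 9, lay within 1 of 0 on the log2 scale once their cluster was summed. In the circadian clock and light signalling 8 of 9 were higher, with a median at percentile 49.9, and 3 of the 5 in clusters lay within 1 of 0 once their cluster was summed. Among the higher ones were a cryptochrome, a blue-light receptor (CL9384.Contig1, 2.53, cluster 2.37), EARLY FLOWERING 3-like (Unigene27065, 2.18) and CONSTANS-LIKE a (Unigene18901, 2.10). A response regulator-like protein (Unigene40392, in the highest number range) had 2.67. In phenylpropanoid and flavonoid synthesis 15 of 19 were lower. Pathway annotations were not used here, and these lists rest on the names in S3 Table. From its pathway analysis of the differentially expressed genes the paper states that Se affected these pathways, and that metabolites which may help in adapting to the environment were thought to come from flavone, flavonol and flavonoid synthesis.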

The metabolites that may help to adapt the environment were thought to be produced by flavone and flavonol biosynthesis, flavonoid biosynthesis pathways (**Figs 10** and **11**). It seems that in flavon and flavonol biosynthesis pathway, flavonol-3-O-rhamnosyltransferase was upregulated and flavonol 3-O-glucosyltransferase was downregulated by Se treatment (**Fig 10**). 

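In Se-treated callus, flavonoid 3'-hydroxylase (Unigene1886), which adds a hydroxyl group to the B ring of flavonoids, was lower, with 2886 fragments in the control and 475 in the Se-treated library. Its log2 ratio was -2.60 (-2.74 to -2.46). Unigenes named anthocyanidin-3-glucoside rhamnosyltransferase, which add rhamnose to a flavonoid glucoside, were lower too, CL9969.Contig1 from 655 to 70 fragments and CL9969.Contig3 from 35 to 7, and their whole cluster from 1930 to 264. A flavonoid 3-O-galactosyltransferase (CL465.Contig1) had -2.09 (cluster -2.11). CL9969.Contig3 and CL465.Contig1 were named after their values were seen. No unigene in S3 Table carries the name flavonol 3-O-rhamnosyltransferase or flavonol 3-O-glucosyltransferase.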

In flavonoid biosynthesis pathway, chalcone synthase, chalcone isomerase, trans-cinnamate 4-monooxygenase, naringenin 3-dioxygenase and coumaroylquinate (coumaroylshikimate) 3'-monooxygenase were determined as downregulated while bifunctional dihydroflavonol 4-reductase/flavanone 4-reductase and leucoanthocyanidin reductase were found to be upregulated (**Fig 11**). These metabolic pathways are all somewhat related to environmental adaptation and stress response [30]. 

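Chalcone synthase, the first enzyme of flavonoid synthesis, was the name of 3 unigenes, all lower in Se-treated callus. Chalcone synthase 2 (Unigene22245) had 98 fragments in the control and 10 in the Se-treated library, a log2 ratio of -3.29 (-4.40 to -2.35). CL8296.Contig1 had -2.22 (cluster -1.98), and Unigene30789, in the number range from 30000, had -2.56. Flavanone 3-hydroxylase (Unigene23158), which is also called naringenin 3-dioxygenase, had 1308 and 185 fragments, a log2 ratio of -2.82 (-3.05 to -2.60). Upstream, a 4-coumarate-CoA ligase 1-like enzyme (Unigene11501) had -2.09. Cinnamyl alcohol dehydrogenase of lignin synthesis (Unigene17125) was higher, with 49 and 290 fragments (2.57). The median log2 ratio of the 19 phenylpropanoid and flavonoid enzymes was -2.55, below that of all 10000 random lists matched on expression, and 10 of the 15 lower ones lay outside the number ranges. No unigene in S3 Table carries the name of chalcone isomerase, cinnamate 4-monooxygenase, dihydroflavonol 4-reductase or leucoanthocyanidin reductase.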

Basically, in our previous study, it was determined that plant pathogen interaction pathway is affected by miRNAs under Se stress [9]. Here in this study, we confirm that the expression of the genes in this pathway were affected by Se. Besides this fact, it was an intriguing finding to detect other pathways and genes associated with responses to environmental stimuli.

**Fig 9:**
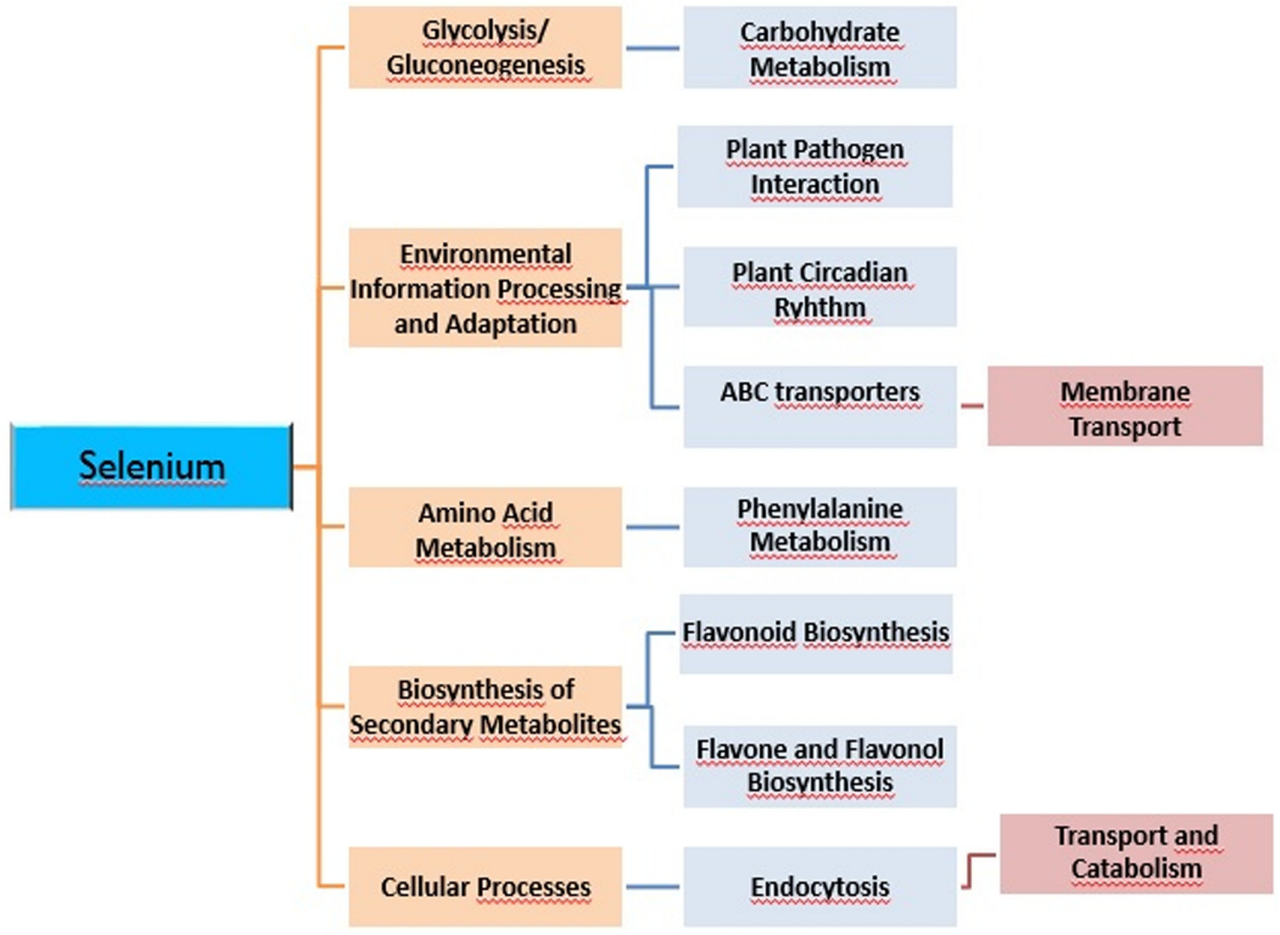
Significantly affected metabolisms of *A*. *chrysochlorus* callus tissues with selenium treatment according to KEGG pathway analysis.

**Fig 10:**
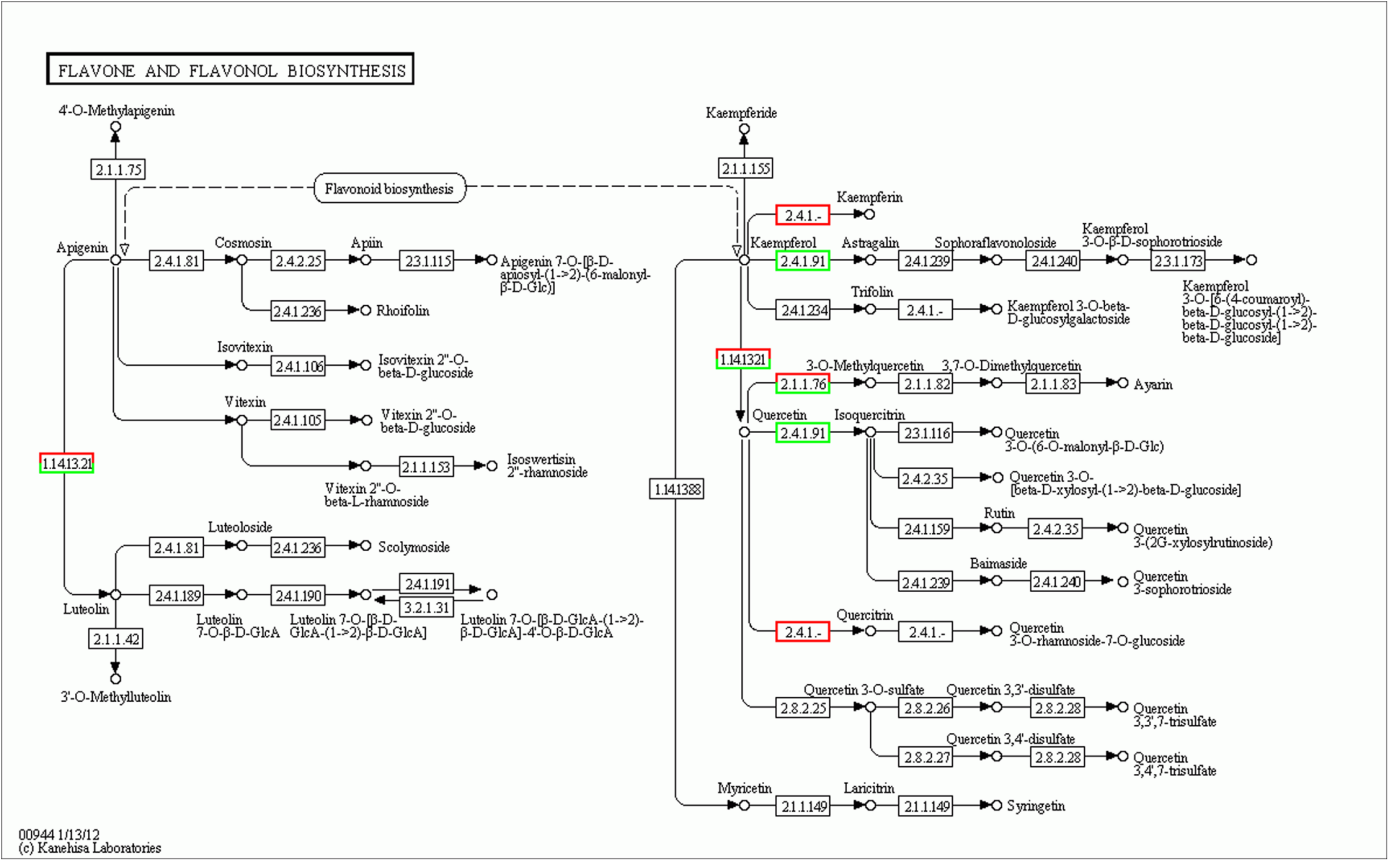
Flavone and Flavonol Biosynthesis pathway involved in Se-treated *A*. *chrysochlorus* calli. Red boxes and green boxes represent up-regulated and down-regulated genes, respectively.

**Fig 11:**
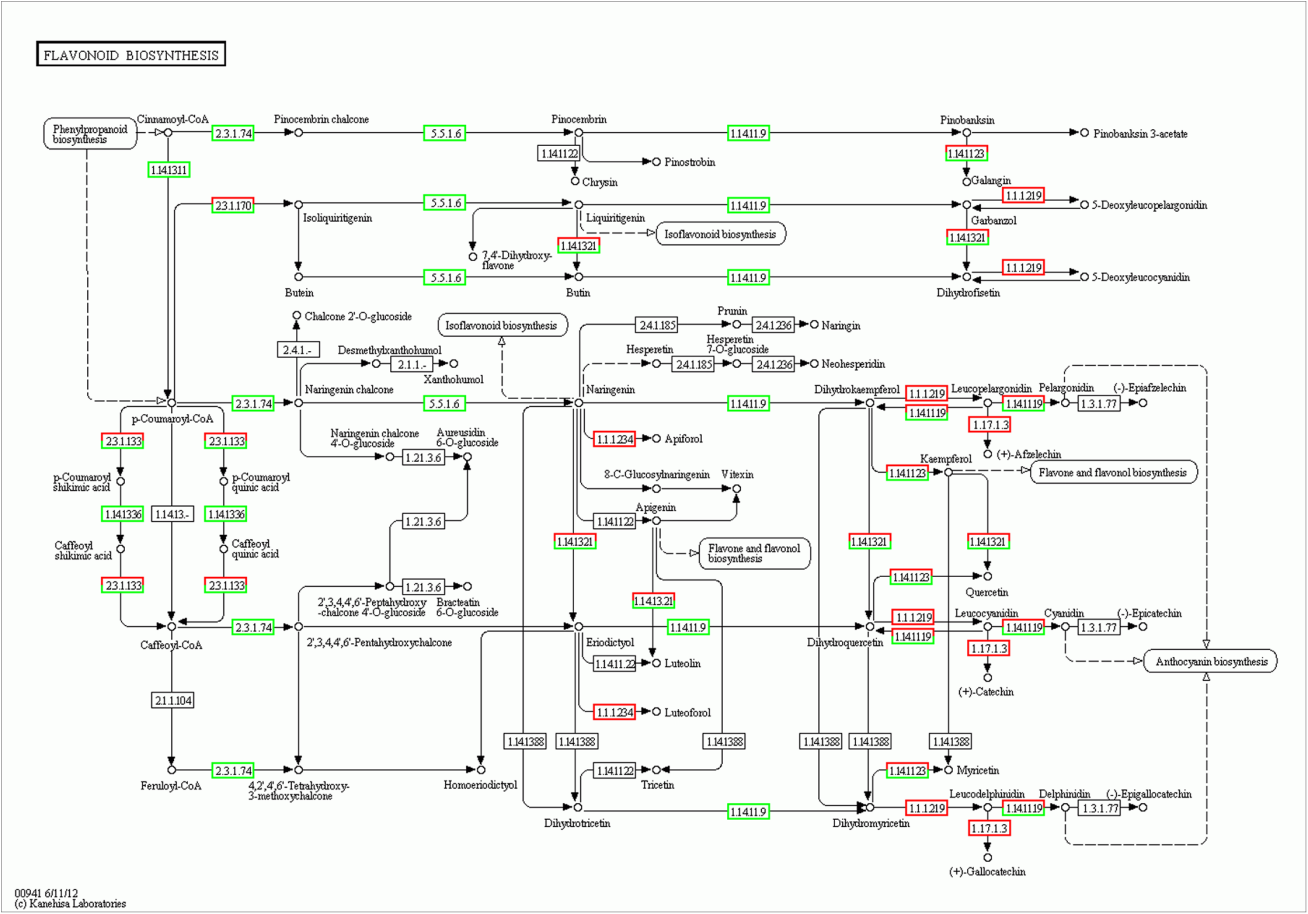
Flavonoid Biosynthesis pathway involved in Se-treated *A*. *chrysochlorus* calli. Red boxes and green boxes represent up-regulated and down-regulated genes, respectively.

In conclusion, we assembled for the first time the transciptome of *A*. *chrysochlorus de novo*. We also studied the expression difference of genes responsive to Se exposure. Our results showed that *A*. *chrysochlorus* sequences are mostly similar to *G*. *max* (43.1%) and *M*. *truncatula* (39.7%). 

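The called unigenes differed by their type. Of those called at a log2 ratio of 2 in size in the highest number range, 518 were higher and 4 lower in Se-treated callus, and of those in the range from 30000, 12 were higher and 401 lower. Among unigenes numbered under 30000, 340 were higher and 196 lower, and among contigs of clusters 439 and 310. Without the unigenes numbered 30000 and above, an alternative chosen after seeing the data, 779 were higher and 506 lower.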

We detected total of 1,311 genes were upregulated by Se treatment awhile 912 of genes were down-regulated genes. ABC transporters, plant pathogen interaction, biosynthesis of secondary metabolites genes are affected by Se stimuli in *A*. *chrysochlorus*. We believe that our results enable a new intellection about elucidating the cellular processes about Se accumulation and tolerance in plants.

## Supporting Information

S1 Fig Sequence size of unigenes.

S1 Table Coverage of control library sequencing.

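S1 Table lists for each unigene its length, the reads of the control library that mapped to it and its sequencing depth. Only the first 1998 of its 82992 lines were used here, all of them contigs of clusters. Its depth column equals 10000 times the mapped reads times the read length over the unigene length, within 2%, in 1995 of them, and divided by 10000 the median depth was 42.4. A median of 99.1% of a contig's mapped reads also mapped elsewhere, and 840 contigs had no uniquely mapped read. Of 1978 contigs matched to the deposited table, 48 were listed there at 0 fragments although S1 Table gives them a median of 600.5 mapped reads.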

S2 Table Coverage of selenium library sequencing.

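S2 Table gives the same columns for the Se-treated library, and the first 1998 of its 83050 lines were used here. The depth column equals 10000 times the recomputed depth within 2% in 1993 of them, with a median of 40.4 after division by 10000. A median of 98.9% of a contig's mapped reads also mapped elsewhere. Listed at 0 fragments in the deposited table were 69 matched contigs, with a median of 412 mapped reads in S2 Table.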

S3 Table Differentially expressed genes of Se-treated and untreated *Astragalus chrysochlorus calli*.

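S3 Table pairs unigenes with the name of their best protein match and their log2 ratio, Se-treated over control. The ratios recomputed from the fragments differed from those of S3 Table by at most 0.00289 over its 972 unigenes. Its direction column reads Up for all of them, including the 309 whose ratio is negative, so direction is taken here from the sign of the ratio.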

How the deposited data were processed for this re-analysis (not part of the article)

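RNA of A. chrysochlorus callus was sequenced from 1 control library and 1 library of callus grown with 5 mg/L sodium selenate for 3 weeks. The samples were mapped to these conditions from their labels and the paper's methods. The authors removed low-quality reads, assembled the rest with Trinity (release 20130225), TGICL (2.1) and Phrap (23.0), named the unigenes by Blast and mapped the reads to them with SOAP (2.21). The authors deposited 1 table with the fragment counts of each unigene in both libraries, not normalized, its length, its FPKM, and a P-value and FDR of their comparison. No column of sample values was left out.

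The unit of each column was checked on its values. The deposited fragment counts are whole numbers that sum to the totals in the table's header. Before the data were examined, FPKM had been assumed as the unit, and the calls were planned on the deposited FPKM and the deposited FDR. The counts, and an FDR computed from them, were used instead. The deposited FPKM values of 1 or more have no decimal mark. All 59159 such values of the control and 58553 of the Se-treated library equal 10000 times the FPKM computed from the fragments, and the 23407 and 24013 values with a mark equal the computed FPKM, in both cases within the rounding of the stored values (0.6 and 6e-05). The deposited P-values have the same fault. The paper's text does not name the test behind them. A two-sided Audic-Claverie test on the 2 counts and totals gives 68018 of 82441 deposited P-values (82.5%) within a relative 5e-05, the other 14423 are a power of 10 too large, and 2439 are above 1. Another 125 deposited P-values, stored as 0 or too small to compute, were not compared. The deposited FDR is above 1 in 11114 unigenes (13.5%). For this reason the P-value was computed again with that test, which was identified from the intact P-values, and the FDR by Benjamini-Hochberg over all 82566 unigenes.

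From the fragments were computed FPKM, the log2 ratio of Se-treated over control with an FPKM of 0 replaced by 0.001, an exact 95% Poisson interval of each count and an exact binomial interval of each ratio. Sequenced fragments are not independent molecules, so these intervals and the floor of 3 fragments cover counting error only. Calls use the paper's thresholds, an FDR of at most 0.001 and a log2 ratio of at least 1 or 2 in size. With 1 library per condition the test compares the 2 libraries, not the conditions, and no P-value across genes is given. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

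The test and the intervals were tested on simulated data drawn from the real counts with 200 of 82566 unigenes changed. These simulated counts held counting error only, with no spread between cultures. The changed ones were picked only among unigenes above a minimum number of fragments. With 2-fold, 4-fold and 8-fold changes, 31%, 63.5% and 94% of the changed unigenes passed the FDR, and 0 unchanged unigenes did. The intervals held the true ratio in 99%, 97% and 97.5% of them. In this setting a 2-fold change was missed in most of the changed unigenes. The data differ from it, because 15530 unigenes passed the FDR there, which makes the P-value cut-off less strict, and sparsely counted unigenes were not picked. The share missed in the data is therefore not known. The absence of false calls and the coverage of the intervals hold for counting error only. In simulated libraries with no change and an assumed coefficient of variation of 0.2, the same test gave 461 higher and 407 lower calls at a log2 ratio of 1.

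Names were taken from S3 Table, which pairs 972 of the called unigenes with protein matches in other species. From these names 24 gene lists were formed, fixed before the deposited table was examined but after the names and ratios of S3 Table had been seen. S3 Table was chosen on these libraries, so a list's count is not independent evidence of its direction. The percentile of a list's median was taken among 10000 random lists of the same size, drawn from the named unigenes within 10 strata of mean expression. The text names 144 unigenes by a rule written after S3 Table had been seen, namely every unigene that the paper names in its results, the 10 per direction with the largest log2 ratio after 1 FPKM was added to both libraries, and up to 4 of each list with the highest mean FPKM. Others are marked as named after their values were seen.

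Alternatives were the floor for 0, a pseudocount of 0.1 or 1 FPKM, filters on low counts or FPKM, recentring of the ratios, an exact binomial test, another adjustment, an assumed coefficient of variation of 0.2 or 0.4 between cultures, and summing the contigs of a cluster, tested by the exact binomial test. The lists were recomputed with 1 FPKM added and with recentring, at a log2 ratio of 2, the threshold of S3 Table, which replaced 1 after a first look at the values. Of S1 and S2 Tables the first 1998 lines each were used, so no test of sets was run on them. Gene ontology, KEGG and COG annotations, the names of unigenes outside S3 Table and the microRNA data of the earlier study were not used here.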

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

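The predictions of the tests on number, clusters and length of unigenes were written before the values of those tests were seen, but after the link between number and direction had been noticed in S3 Table, where the ranges were drawn, and after the overall trend with length had been seen. Every gene list that the paper does not discuss is given here in both directions, together with the unigenes without a name in S3 Table. None of these differences has a replicate check, and the spread between cultures is not known. Of all 972 named unigenes 663 were higher, so a list with mostly higher members can lie near the middle. Among random lists matched on expression the medians lay at percentile 98.8 for heat shock proteins, 94.3 for pentatricopeptide repeat proteins, 68.0 for small RNA genes, 65.0 for ubiquitin and the proteasome, 54.7 for retrotransposons, 8.35 for the cell wall, 6.2 for photosystems, 3.31 for sulfur, 2.59 for oxylipins, 0.33 for albumin-2, 0.215 for defence and 0 for receptor-like kinases. Once clusters were summed, the ratio lay within 1 of 0 on the log2 scale for 6 of 18 cluster contigs among heat shock proteins, 10 of 17 among receptor-like kinases, 2 of 4 among small RNA genes, 5 of 9 of the cell wall, 3 of 6 of photosystems, 3 of 7 retrotransposons, 2 of 13 of ubiquitin, 1 of 2 pentatricopeptide repeat proteins, 1 of 1 of sulfur, 0 of 3 of oxylipins, 0 of 2 of defence and 0 of 2 of albumin-2. Contigs alone in their cluster are counted in these shares, although summing cannot change their ratio.

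Heat shock proteins and chaperones were higher in Se-treated callus in all 22 cases, and 20 of them lay outside the number ranges whose unigenes mostly go one way. All 9 named genes of the small RNA pathway were higher, such as Dicer homolog 1-like (Unigene9024, 307 and 1335 fragments, 2.12), which cuts microRNA precursors, HASTY 1-like (Unigene12522, 2.07), which exports microRNAs from the nucleus, argonaute 16-like (Unigene12727, 2.04) and RNA-dependent RNA polymerase 6-like (Unigene40012, 2.43, in the highest number range). Of the genes for ubiquitin and the proteasome 19 were higher and 5 lower. A ubiquitin-conjugating enzyme (Unigene24787) had 972 and 4476 fragments (2.21), and the proteasome subunits S10B (Unigene5758) and 6B (Unigene27642) had 2.09 and 2.12, while a ubiquitin-activating enzyme (CL7364.Contig2) was lower (-2.07, cluster -2.05).

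Receptor-like kinases were lower in 32 cases and higher in 12, with 17 and 7 outside the number ranges. Receptor kinase Unigene6359 had 1799 and 335 fragments (-2.42), CL4877.Contig1 -2.74 and the cysteine-rich kinase Unigene9986 -2.37. The list also took in a G protein-coupled receptor-like protein (CL159.Contig8, 2.42, cluster 2.18), which is not a kinase. Of chitinases, germins, thaumatins and other defence proteins 9 were lower and 2 higher, the latter including a thaumatin-like protein (Unigene13993, 2.09). All 4 albumin-2 proteins, seed storage proteins of legumes, were lower, Unigene7656 with 122 and 8 fragments (-3.93), CL10154.Contig1 with -2.81, CL8031.Contig1 with -2.82 (cluster -3.04) and Unigene33520, in the number range from 30000, with -2.51.

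Pentatricopeptide repeat proteins were higher in all 30 cases, 9 of them outside the number ranges, for example Unigene12014 (103 and 491 fragments, 2.26), Unigene1948 (2.34), Unigene12164 (2.34) and Unigene16083 (2.64). Retrotransposon-derived proteins were higher in 21 cases and lower in 5, with 10 and 1 outside the number ranges. Cell wall proteins were higher in 11 and lower in 9, with a pectinesterase (Unigene14810) at -2.27 and a cellulose synthase (Unigene33365) and an extensin-like protein (Unigene30717), both in the number range from 30000, at 2.13 and 2.05. In oxylipin synthesis, which leads to jasmonate, 3 were higher and 5 lower. Lipoxygenases were lower (Unigene25277, -2.08, and Unigene8551, -2.13), and 12-oxophytodienoic acid reductases were higher (CL2340.Contig1, 2.38, and CL2340.Contig10, 2.95, cluster 1.35). Of photosystem and plastid-encoded proteins 5 were higher and 6 lower. Rubisco activase (CL881.Contig1, 2.37, and CL881.Contig2, 2.19, cluster 2.18) and a PsbP-like protein (Unigene5299, 2.69) were among the higher ones. Of the 5 unigenes in the list of sulfur assimilation, selenium and glutathione metabolism 2 were higher and 3 lower, and all act with glutathione. Glutathione S-transferase (Unigene2976) had 235 and 982 fragments (2.07). Homoglutathione synthetase was lower in CL471.Contig2 (-3.17, but 0.09 over its cluster) and in Unigene31857 (-2.25, in the number range from 30000). Without a name in S3 Table were 648 higher and 603 lower unigenes called at a log2 ratio of 2.

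The direction of a unigene followed its number: outside S3 Table, 87.8% of 7729 unigenes in the highest number range were higher in Se-treated callus (95% interval 87.1 to 88.6), against 11.2% of 6846 in the range from 30000 and 45.9% of 29688 numbered under 30000. A candidate explanation is that unigenes in each of the 2 ranges were assembled from the reads of only 1 library before merging, and these shares lie where it puts them, above 75% and below 25%. It would select unigenes by the library in which they were covered, so that chance at low counts and a real absence from the other library both enter. With at least 50 fragments over both libraries the shares were 63.1% of 1020 and 34.6% of 882, nearer to equal but still apart, so a pattern from low counts alone cannot be told apart from one that also holds real differences. The effect of selenate itself on these unigenes stays open, with no second library per condition.

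Contigs of one cluster can take each other's reads. Of 749 contigs called at a log2 ratio of 2, 34.6% (259) lay within 1 of 0 once the fragments of their cluster were summed, and 55 had the opposite sign. Contigs alone in their cluster were not left out, and for them the sum equals the contig's own ratio. The share in clusters of 2 or more contigs is therefore not known from this count. As counted, 34.6% lies between the share above 50% that exchange of reads as the main source would give and the share under 25% without it. The 2 cannot be told apart, and differences between splice forms may enter as well. Calls both ways were found in 3 of 623 clusters.

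With at least 50 fragments over both libraries, the median log2 ratio went from -0.07 and -0.18 in the shortest of 7 bins of length to -0.23 at 500.0 to 1000 nt, the lowest, and was higher in each longer bin, up to 0.35. Unigenes over 3000 nt lay 0.49 (95% bootstrap interval 0.45 to 0.52) above that lowest bin, which was made the base after the trend had been seen and so gives the largest difference. Among unigenes numbered under 30000 alone the difference was 0.58 (0.53 to 0.62), which argues against clusters and unigenes built from 1 library's reads as its source. It was 0.26 (0.20 to 0.32) among unigenes with fewer fragments and 0.61 (0.56 to 0.65) among those with more. The trend was thus not confined to the unigenes with more fragments, but it was larger there. How far strongly expressed long unigenes carry it cannot be told, since the first value lies between the limits set beforehand. RNA that was less degraded in one library could give such a trend, as could a response to selenate, and neither was tested, while recentring within bins of length, chosen after seeing the data, made 65.9% of the calls at a log2 ratio of 2 higher (1524 and 789) against 59.0%.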

How the results depend on the processing

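Leaving out unigenes numbered 30000 and above and recentring within bins of length were chosen after seeing the data; the other alternatives were set before, except that the gene lists use a log2 ratio of 2 in place of 1 since a first look at the values. No paired analysis was possible because each condition has 1 library, and nothing estimates the spread between cultures. The counts of calls moved by less than 1.5 times with the floor of 3 fragments for 0, with 0.1 FPKM added (1147 and 820 at a log2 ratio of 2), with the filters on low values, without unigenes at 0, with the exact binomial test (1225 and 824), with the P-values adjusted again, with either recentring and with clusters summed, which also used the exact binomial test (944 and 642). With 1 FPKM added, 402 higher and 249 lower unigenes were left at a log2 ratio of 2, by construction mostly those of higher FPKM. With an assumed coefficient of variation of 0.2 there were 405 and 183 at a log2 ratio of 1 (68.9% higher against 54.2%) and 371 and 172 at 2 (68.3% against 59.0%). At 0.2 a log2 ratio of 1 cannot pass the FDR at any number of fragments. The 405 and 183 are therefore mostly the calls at 2, and 68.9% and 54.2% do not rest on like thresholds. With 0.4 there were 0 and 0 at both thresholds, but there a log2 ratio of 2 cannot pass the FDR at any number of fragments. Without unigenes numbered 30000 and above 779 and 506 were left at 2. Of the 144 unigenes named by the rule, 54 were no longer called at a log2 ratio of 1 with a coefficient of 0.2, all 144 with 0.4, 1 each with 1 FPKM added and with the exact binomial test. The log2 ratio of 70 of them fell under 2 in size with 1 FPKM added, of 6 with 0.1 FPKM, of 16 with recentring by length and of 1 with plain recentring. None changed its direction in the alternatives computed for single unigenes, but those alternatives cannot turn the sign of ratios this large, so this tests nothing. Summing clusters was not among these, and there the sign turned for CL1180.Contig5 (-0.28), CL3003.Contig2 (0.15) and CL471.Contig2 (0.09).

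With recentring all 48 counts of the gene lists stayed close. All 24 medians did so by construction, since the median of -0.03 that was subtracted is smaller in size than the tolerance of 0.1. With 1 FPKM added 36 counts fell by more than 1.5 times and all 24 medians moved by more than 0.1, by construction, since ratios of low FPKM shrink. Members still beyond a log2 ratio of 2, higher and lower, with the median over the list, were then: ABC transporters 7 and 0, 1.80; all resistance proteins 1 and 5, -1.21; TIR-NBS-LRR 1 and 1, -1.71; CC-NBS 0 and 1, 1.38; receptor-like kinases 1 and 9, -1.58; calcium 1 and 0, 1.41; transcription factors 7 and 3, 1.69; vesicle transport 8 and 1, 1.67; retrotransposons 5 and 2, 1.64; cell wall 1 and 2, 0.88; clock 3 and 0, 1.72; ubiquitin 7 and 0, 1.68; defence 0 and 0, -1.84. On the higher side there were 9 heat shock proteins (median 1.83), 2 of ethylene (1.57), 1 of auxin (1.85), 1 of sulfur (-1.80), 0 of the small RNA pathway (1.5) and 5 pentatricopeptide repeat proteins (1.57). On the lower side there were 9 phenylpropanoid enzymes (-1.96), 1 of sugar breakdown (2.22), 2 of oxylipins (-1.16) and 0 of photosystems (-0.78). The median of albumin-2 was -2.32.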

Differences from the paper's values

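The 9 counts and sizes and the 12 fold values compared with the paper's are close to them, once the scale of the folds is allowed for. The paper calls its values for transcription factors and auxin genes folds, and they match the log2 ratios computed here within 0.00864. Auxin response factor 2-like is the name of 3 unigenes, and the one nearest to the paper's value was taken, so its match is partly by selection. On the linear scale the same 12 genes differ by 4.07-fold to 50.1-fold, the largest on 1 control fragment. The paper's average depth of 658976 comes from S1 and S2 Tables, whose depth columns are 10000 times too large, and would be 65.9 without that factor. It is not stated whether it is an average per library or over both, and it counts mapped reads, so it is not set against the depths from fragments, 34.3 in the control, 32.4 in the Se-treated library and 66.7 in both. The paper gives 83273 unigenes and 93072751 nt, against 82566 and 92354926 in the deposited table.

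Some directions differ from the paper's statements, and others match them in part or in full. Of the G family members of ABC transporters, which the paper lists among the higher genes, 1 was higher (Unigene23090, 2.25) and 1 lower (Unigene31320, -3.32, in the number range from 30000). The log2 ratio of G member 28-like (Unigene44243, in the highest number range) depends on what replaces 0. With 0.001 FPKM it lies near the upper end of the paper's range for ABC transporters, and with a floor of 3 fragments it is 2.42, which is 5.34-fold. The paper describes ethylene-responsive factors as lower, and 2 were lower and 1, ethylene response factor 8 (Unigene39754, 2.75), was higher. TIR-NBS-LRR RCT1, which the paper describes as repressed, has as its nearest name in S3 Table an RCT1-like protein that was higher (Unigene40222, 2.68), but the names differ, and whether both are the same unigene is not known. The paper names a TMV resistance gene among the higher ones, and of the unigenes with that name 2 were higher and 1 lower, which is not a contradiction. The paper writes that calcium-related genes seem to be higher, and 13 of 18 were higher here. It describes most of the lower resistance genes as TIR-NBS-LRR and CC-NBS-LRR genes, which by name holds for 14 of 25. Among CC-NBS proteins 6 were higher and 3 lower, and the paper also names such genes among the higher ones. The paper's Fig. 10 shows a flavonol rhamnosyltransferase as higher, while the unigenes named anthocyanidin-3-glucoside rhamnosyltransferase were lower (CL9969.Contig1, -3.22). These annotations differ, so the pair is not a contradiction. S3 Table labels all 972 unigenes as up, 309 of which have a negative ratio.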

Other observations

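No test in this part was planned before the data were examined, and the genes were picked after their values were seen. Beyond the genes of the rule, several steps from sucrose to ethanol had further unigenes that were higher in Se-treated callus. Sucrose synthase, which splits sucrose, had 344 and 3171 fragments in CL1452.Contig3 (3.21) and 176 and 1925 in CL1452.Contig1 (3.45), with 1.65 over their cluster, and Unigene32875, in the number range from 30000, had 2.34. Pyruvate kinase, the last enzyme of glycolysis, had 2.73 in CL3714.Contig3 (cluster 1.39) and 3.47 in CL1527.Contig3, but 0.59 over the cluster of the latter. A further 3 unigenes of pyruvate decarboxylase had 3.02 (CL863.Contig2, cluster 1.94), 3.37 (Unigene10561) and 2.34 (Unigene3017, 936 and 4716 fragments). Lactate dehydrogenase (Unigene11926), the other route of fermentation, had 354 and 1552 (2.13, 1.97 to 2.31). Acid invertase (Unigene31405, in the number range from 30000), which cleaves sucrose to hexoses, was lower (-3.87).

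In ethylene synthesis the named unigenes went both ways. The synthase that makes 1-aminocyclopropane-1-carboxylate (Unigene1686) was lower, with 99 and 11 fragments (-3.17, -4.22 to -2.27), and so was an oxidase-like protein (Unigene27770, -3.36), while the 2 oxidases CL3188.Contig2 and Unigene25767 were higher. Peroxidases also differed among themselves, Unigene13943 with 169 and 685 fragments (2.02) and Unigene28577 with 324 and 45 (-2.85). Acetolactate synthase of branched-chain amino acid synthesis (Unigene29105) was higher (2.65). No sulfate transporter, selenocysteine methyltransferase or other named enzyme of sulfate assimilation stands in S3 Table, and smaller differences in such genes were not examined, since unigenes outside S3 Table carry no name here.

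In the first 1978 matched lines of S1 and S2 Tables, the fragments of the deposited table made up 15.0% of the mapped reads of the control and 17.7% of those of the Se-treated library. Of contigs listed at 0 fragments the largest had 1759 mapped reads in the control and 1442 in the Se-treated library, none of them uniquely mapped. A contig at 0 fragments in the deposited table is therefore not always one without reads.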
